# Deletion of *Cdkn1b* in ACI rats leads to increased proliferation and pregnancy-associated changes in the mammary gland due to perturbed systemic endocrine environment

**DOI:** 10.1371/journal.pgen.1008002

**Published:** 2019-03-20

**Authors:** Lina Ding, Lauren B. Shunkwiler, Nicholas W. Harper, Yang Zhao, Kunihiko Hinohara, Sung Jin Huh, Muhammad B. Ekram, Jan Guz, Michael J. Kern, Alexander Awgulewitsch, James D. Shull, Bart M. G. Smits, Kornelia Polyak

## Abstract

Mammary epithelial progenitors are the normal cell-of-origin of breast cancer. We previously defined a population of p27^+^ quiescent hormone-responsive progenitor cells in the normal human breast whose frequency associates with breast cancer risk. Here, we describe that deletion of the *Cdkn1b* gene encoding the p27 cyclin-dependent kinase inhibitor in the estrogen-induced mammary tumor-susceptible ACI rat strain leads to a decrease in the relative frequencies of Cd49b^+^ mammary luminal epithelial progenitors and pregnancy-related differentiation. We show by comprehensive gene expression profiling of purified progenitor and differentiated mammary epithelial cell populations that p27 deletion has the most pronounced effects on luminal progenitors. *Cdkn1b*^*-/-*^ females have decreased fertility, but rats that are able to get pregnant had normal litter size and were able to nurse their pups implying that loss of p27 in ACI rats does not completely abrogate ovarian function and lactation. Reciprocal mammary gland transplantation experiments indicate that the p27-loss-induced changes in mammary epithelial cells are not only caused by alterations in their intrinsic properties, but are likely due to altered hormonal signaling triggered by the perturbed systemic endocrine environment observed in *Cdkn1b*^*-/-*^ females. We also observed a decrease in the frequency of mammary epithelial cells positive for progesterone receptor (Pr) and FoxA1, known direct transcriptional targets of the estrogen receptor (Erα), and an increase in phospho-Stat5 positive cells commonly induced by prolactin (Prl). Characterization of genome-wide Pr chromatin binding revealed distinct binding patterns in mammary epithelial cells of *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ females and enrichment in genes with known roles in Notch, ErbB, leptin, and Erα signaling and regulation of G1-S transition. Our data support a role for p27 in regulating the pool size of hormone-responsive luminal progenitors that could impact breast cancer risk.

## Author summary

The frequency and proliferation of tissue-specific stem and progenitor cells is associated with the risk of malignancy. Thus, regulators of the pool size and proliferation of progenitor cells determine cancer risk. p27 is a key regulator of cellular proliferation and is required for the terminal differentiation of a number of cell types. Here we show that genetic deletion of *Cdkn1b* in ACI rats susceptible to estrogen-induced mammary tumors decreases the relative fraction of Cd49b^+^ luminal progenitors identifying p27 as a key regulator of the proliferation and pool size of these cells. Progesterone, acting via the progesterone receptor (Pr), is an important regulator of mammary epithelial cell proliferation and differentiation. Based on ChIP-seq we found that Pr targets different sets of genes in *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ mammary epithelium and that this is associated with differences in proliferation and differentiation states. Thus, p27 regulates breast cancer risk and tumor development via regulating the pool size and hormonal-responsiveness of luminal progenitors.

## Introduction

Emerging data indicate that breast epithelial stem cells and progenitors are the normal cells-of-origin of breast carcinomas and factors that influence breast cancer risk (e.g., reproductive and hereditary factors) may alter the number and/or properties of these cells [1]. Besides germline mutations in cancer-predisposing genes including *BRCA1* and *BRCA2*, the most significant determinants of breast cancer risk are reproductive history and mammographic density. A single full-term pregnancy in early adulthood decreases the risk of estrogen receptor-positive (ER^+^) postmenopausal breast cancer, the most common form of the disease [2]. By characterizing normal human breast epithelial cells, we previously found that the most significant parity-associated gene expression and epigenetic changes are observed in CD44^+^ progenitor-enriched cells and the molecular profiles of these cells was also significantly different in *BRCA1* and *BRCA2* mutation carriers compared to healthy age and parity-matched controls [3]. Thus, alterations of this progenitor-enriched cell population may explain the cellular and molecular basis of the breast cancer-preventive effects of pregnancy. *CDKN1B*, encoding the p27 cyclin-dependent kinase inhibitor [4], was among the top differentially expressed genes showing lower levels in parous compared to nulliparous women as well as in controls relative to *BRCA1* carriers. The relative number of p27^+^ mammary epithelial cells was also lower in parous compared to nulliparous and control versus *BRCA1*-mutant women. Furthermore, the frequencies of p27^+^ and Ki67^+^ cells varied and inversely correlated during the menstrual cycle implying that a subset of these cells represents quiescent and proliferating hormone-responsive breast epithelial progenitors, respectively. Our analysis of mammary epithelial cells in mice of different ages and reproductive stage corroborated our findings in humans and also suggested that p27 may be required for the proliferative quiescence of hormone-responsive mammary epithelial progenitors [5].

The breast cancer-protective effect of pregnancy is also observed in rodent models of breast cancer and can be mimicked by hormonal manipulations such as high doses of estrogen, estrogen and progesterone, or human chorionic gonadotrophin (hCG) [6–8]. Most of these studies have been conducted in rats using chemical carcinogens (i.e., 7,12-dimethyl-benz[a]anthracene or N-methyl-N-nitrosourea) to induce mammary cancer [9]. Carcinogen-induced mammary tumors in rats are ovarian-hormone dependent (70% ER^+^; 30% ER^-^), but these carcinogens are not implicated in human breast cancer although several of the mutations initiated by them, such as those in *PIK3CA*, are also commonly observed in human breast tumors [10, 11]. A rodent model of breast cancer that closely resembles the genotype and phenotype of estrogen-dependent human breast tumors involves estrogen (i.e. 17β-estradiol; E2)-induced tumors in the ACI inbred rat strain [12–14]. An attractive feature of the ACI rat model is the generation and characterization of genetic backcrosses with the mammary tumor-resistant Brown Norway (BN) inbred strain, which recently allowed for the detailed mapping of mammary tumor genetic susceptibility loci [15, 16]. Several of these loci are orthologous to regions of the human genome that have been identified as breast cancer susceptibility loci based on GWAS (genome-wide association study) studies, highlighting the relevance of the E2-induced ACI rat mammary tumor model to human breast cancer [13]. However, such susceptibility loci were also identified using DMBA-induced mammary tumor models [17], suggesting that both carcinogen and estrogen-induced models reflect at least some aspects of the human disease, thus, both are useful models for preclinical studies.

Genetic deletion of *Cdkn1b* in mice leads to increase in body size and organs without obvious morphological abnormalities with the exception of dysfunctional ovaries resulting in female sterility [18]. Prior studies in mice investigating the role of p27 in hematopoietic and neural stem and progenitor cells have determined that p27 is a key regulator of quiescence in transit-amplifying progenitors but not in stem cells [19, 20]. However, the role of p27 in mammary gland development has been controversial. One study reported that p27 is required for mammary gland morphogenesis and function [21], while another described that loss of p27 has no discernable effects on mammary morphogenesis and differentiation [22]. A potential explanation for these seemingly contradictory findings could be due to the abnormal ovarian function and infertility of female *Cdkn1b*^-/-^ mice [18, 23] necessitating mammary fat pad transplantation assays to assess mammary gland development.

The mammary gland is a unique organ as most of its development occurs postnatally driven by ovarian and pituitary hormones [24]. Although mammary gland development has most extensively been studied in mice and certain species-specific differences exist, the essential roles for ovarian and pituitary hormones, including estrogen, progesterone, prolactin, and growth hormone are universal [25]. Estrogen (E2) and E2-responsive cells are driving proliferation and ductal elongation during puberty, while in adults progesterone is the more predominant mitogen. Pregnancy-associated lobulo-alveogenesis and subsequent lactation are driven by the combination of high levels of estrogen, progesterone, and prolactin. Some of the actions of these hormones is direct only affecting the cells with receptors for them, while others, especially the proliferative effects, are indirect, mediated by paracrine mechanisms. For example, amphiregulin and RANKL is essential for estrogen and progesterone-induced mammary epithelial cell proliferation, respectively [25].

Rat mammary tumor models are widely recognized as the superior rodent model in reflecting clinical features of human ER^+^ breast cancer, however, reverse genetics approaches have historically been limited due to the inability to routinely modify the rat genome. While targeted rat genome manipulation technologies have been available since the early 2000s [26], recent development of the CRISPR-Cas9 gene editing technology has revolutionized the generation of genetically engineered rat models for human traits [27]. We adopted the CRISPR-Cas9 technology to inactivate the *Cdkn1b* gene in the rat genome. We transferred the loss-of function mutations to the E2-induced mammary tumor-susceptible ACI rat strain, which allowed us to test the role of p27 in hormone-responsive mammary epithelial progenitors in this model with high relevance to the human disease.

## Results

### Generation and characterization of *Cdkn1b* knockout rats

First, we assessed if the frequency of p27^+^ cells is also associated with mammary tumor risk in rats by immunofluorescence analysis of mammary glands of E2-induced mammary cancer-susceptible ACI and resistant BN rats, without and after three weeks of E2 treatment. The frequency of p27^+^ cells was significantly higher in ACI than in BN rats and it decreased with E2 treatment only in ACI rats. In untreated control animals the relative abundance of proliferative Ki67^+^ epithelial cells was about the same in the two strains and it was significantly higher following E2 treatment in both strains with ACI rats showing a more obvious increase compared to BN rats (**Fig 1A and 1B**). These data suggest that ACI rats susceptible to E2-induced mammary tumors might have a higher number of hormone-responsive luminal progenitors with proliferative potential compared to BN rats and that p27 may regulate the quiescence of these cells in this model making it suitable for studying the role of p27 in mammary epithelial progenitors. However, larger numbers of animals would need to be analyzed to conclusively prove strain-specific differences.

**Fig 1:**
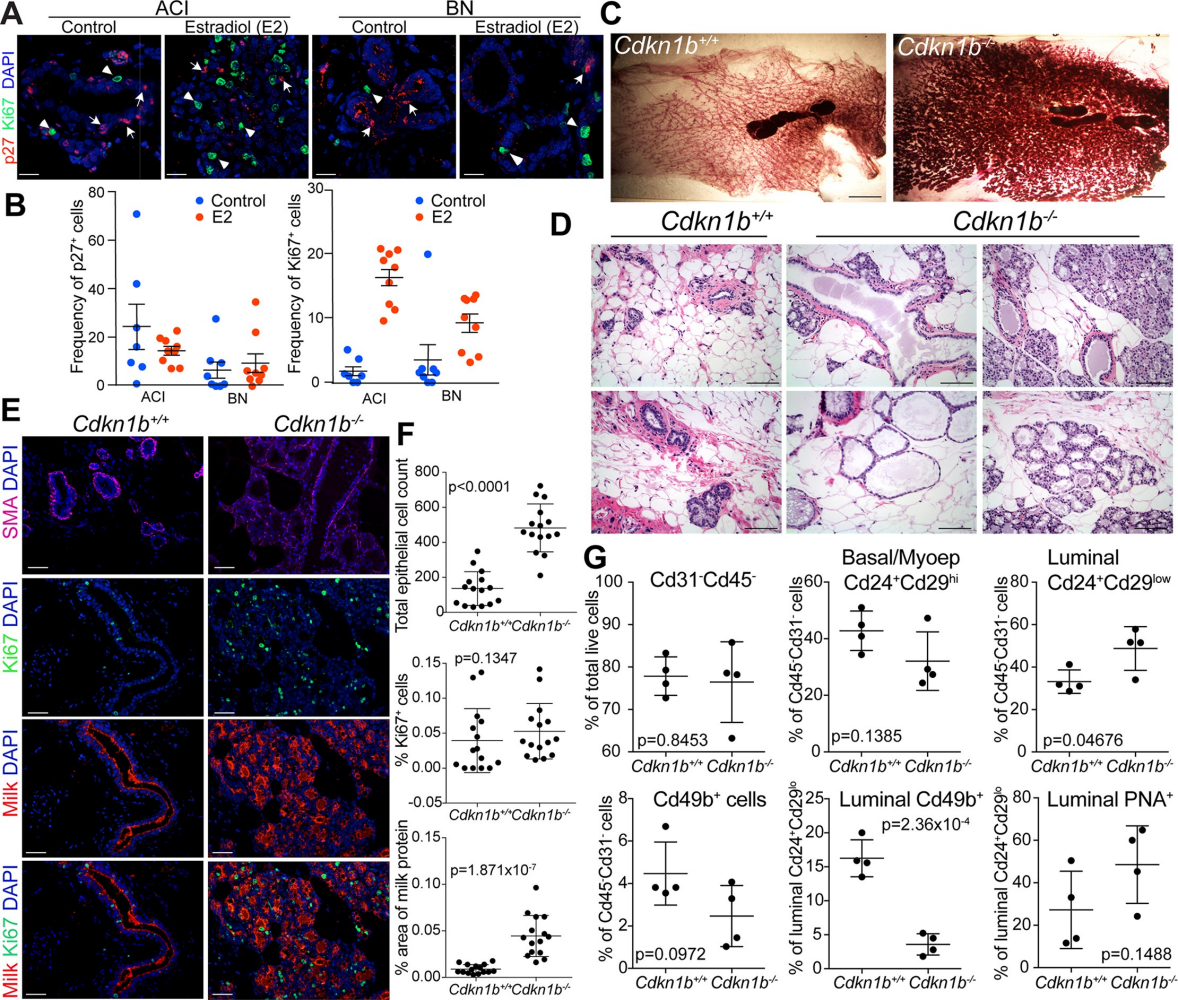
The role of p27 in rat mammary gland. (A) Multicolor immunofluorescence analysis of p27 and Ki67 expression and (B) quantification of p27^+^ and Ki67^+^ cells in mammary glands of control and estrogen-treated ACI and BN rats (n = 2/group, 4–5 images/slide). Scale bar 25 μM. Error bars represent mean ±SEM. The frequency of p27^+^ cells is significantly different between ACI and BN rats (p = 0.0087), and the frequency of Ki67^+^ cells is significantly different between control and E2-treated groups (p = 3.4x10^-7^) (arcsin transformation, two-way ANOVA with post hoc t test). (C) Whole mounts of inguinal/abdominal mammary glands of 9-week-old females. Scale bar 10 mm. (D) Hematoxylin-eosin staining of mammary glands of 9-week-old female *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. Scale bar 150 μM. (E) Immunofluorescence analysis of the indicated markers in the mammary glands of 9-week-old female *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. Scale bar 75 μM. (F) Quantification of the indicated cell types and fractions. Error bars represent mean ±SD. Statistical significance determined using Welch two sample t test of arcsin transformed values. (G) Frequency of the indicated cell populations in mammary glands of 9-week-old female *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. Error bars represent mean ±SD. Statistical significance determined using Welch two sample t test of arcsin transformed values.

Next, we utilized the CRISPR-Cas9 system to generate knockout mutations in the rat *Cdkn1b* gene. The single guide RNA (sgRNA) was designed to target exon 2 (the first coding exon) of the rat *Cdkn1b* gene (**S1A** and **S1B Fig**). Zygotes were derived from the Sprague-Dawley (SD) outbred rat strain, since specific inbred rat strains including ACI are lowly responsive to superovulation procedures, which renders working with ACI zygotes too inefficient. A total of 67 and 19 zygotes were injected in 2 batches, either with a solution containing a plasmid (pX330) expressing the *Cdkn1b*-targeting sgRNA and *Cas9* gene, or with a solution containing purified *Cdkn1b*-targeting sgRNA and Cas9 mRNA. From the injected zygotes, 47 and 15 were transferred to pseudopregnant females. The first batch resulted in a litter of 12 pups of which 3 showed mutations in *Cdkn1b* exon2. The second injection batch yielded a litter of 8 pups of which 1 showed a mutation in *Cdkn1b* exon2. Two mutations with the highest potential impact on *Cdkn1b* function were transferred through the germline showing a deletion mutation by PCR analysis (**S1C Fig**). Sequencing of the mutations revealed a 32-bp deletion (DEL-32) and a 65-bp deletion (DEL-65), both disrupting the open reading frame of the *Cdkn1b* gene (**S1B Fig**). We bred the selected mutations to the ACI inbred strain for 6 backcross generations.

We generated a cohort of *Cdkn1b*^*+/+*^ wild-type and *Cdkn1b*^*-/-*^ knockout rats at early (N1xN1) and later (N6xN6) generations for the characterization of the mutant phenotype. Western blot analysis of p27 protein levels using tissues from homozygous DEL-32 animals at 9 weeks of age confirmed the success of p27 knockout in multiple tissues including mammary gland, spleen, and thymus (**S1D Fig**). Comparison of the average offspring per nest determined by genotype ratios in litters from DEL-32 *Cdkn1b*^*+/-*^ x *Cdkn1b*^*+/-*^ crosses at early (N1xN1) and later (N6xN6) generations and found allelic ratios that were not significantly different from the expected Mendelian ratios (p = 0.87 and p = 0.78 for early and late, respectively; **S1E Fig**), suggesting that p27 deletion does not result in embryonic lethality.

We performed comprehensive phenotypic assessment to characterize *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ females by collecting blood serum, multiple organs, evaluating the weights and histology of two cohorts of female rats, at 4–6 weeks age and 9–16 weeks of age. In the 4–6 week-old cohort, *Cdkn1b*^*-/-*^ rats (n = 5) had significantly larger spleen (p = 0.0038), thymus (p = 0.0082) and brain (p = 0.0091) consistent with the known role of p27 in regulating lymphocyte [18] and neural progenitor cell [28] proliferation. Total body weights, and other organ measurements, including liver, lungs, ovary, and mammary glands were not significantly different compared to *Cdkn1b*^*+/+*^ animals (n = 7) at the 4–6 week timepoint. (**S1F Fig**). In the 9–16 week-old female cohort, the total body weights of *Cdkn1b*^*-/-*^ rats (n = 16) were significantly greater than wild type (n = 20, p = 1.38x10^-5^). Similar at the 9–16 week timepoint, all other organs measured, with the exception of ovaries, were significantly (determined using Welch t-test) larger in *Cdkn1b*^*-/-*^ (KO) rats as compared to *Cdkn1b*^*+/+*^ wild type (WT): mammary gland (n = 17 WT, n = 9 KO, p = 6.5x10^-4^); spleen (n = 20 WT, n = 10 KO, p = 2.1x10^-11^); thymus (n = 20 WT, n = 10 KO, p = 2.2x10^-7^); liver (n = 20 WT, n = 10 KO, p = 2.1x10^-3^); lungs (n = 17 WT, n = 7 KO, p = 1.4x10^-2^), brain (n = 17 WT, = 9 KO, p = 4.8x10^-7^); pituitary gland (n = 19 WT, n = 9 KO, p = 3.2x10^-4^). Homozygotes also had cataracts from birth with 100% penetrance. Histologically, we observed hyperplasia and adenomas in the pituitary glands, greatly enlarged follicles and corpora lutea in ovaries and uteruses in *Cdkn1b*^*-/-*^ rats at 9 weeks of age, however, the thymus, spleen, and lung appeared histologically normal, despite the significantly increased organ size (**S1G Fig**). The overall increase of body weight and several organs in *Cdkn1b*^-/-^ rats is similar to the phenotype reported in *Cdkn1b*^-/-^ mice [18, 23]. Unlike the *Cdkn1b*^-/-^ mice [18, 23], however, the ovaries of *Cdkn1b*^-/-^ rats showed evidence of corpora lutea. As a result, *Cdkn1b*^-/-^ rats have more normal ovarian function than *Cdkn1b*^-/-^ mice. Indeed, we found that 1 out of 6 *Cdkn1b*^-/-^ (F1xF1) females tested was fertile, in contrast to the complete infertility observed in female *Cdkn1b*^*-*/-^ mice [18, 23]. At 12 weeks of age, this *Cdkn1b*^-/-^ female delivered a normal size litter of 14 pups and lactated sufficiently to nourish her pups, indicating that *Cdkn1b* deletion in rats does not ablate the ability to complete pregnancy and lactate. For comparison, *Cdkn1b*^*+/-*^ and *Cdkn1b*^*+/+*^ (F1xF1) females tested for fertility were 100% fertile, as 4 out of 4 females produced a litter at 12 weeks of age, suggesting that fertility in *Cdkn1b*^*-/-*^ is strongly reduced, but not completely absent.

### Characterization of mammary glands of *Cdkn1b*^-/-^ rats

To analyze the effects of p27 loss on mammary epithelial cell morphogenesis and differentiation, we characterized the mammary glands of 9-week-old adult virgin females. Whole mount analyses demonstrated that the homozygous knockout mammary glands at this age already showed a large expansion of alveolar buds (**Fig 1C**), which are the rodent equivalent of the terminal duct lobule unit (TDLU) in the human breast [29]. Analysis of hematoxylin and eosin (H&E) stained mammary gland tissue sections verified that the *Cdkn1b*^-/-^ mammary glands have more terminal end bud structures, covering a larger area of the mammary fat pad compared to wild type (**Fig 1D**). In addition, at this age, the *Cdkn1b*^-/-^ mammary glands show luminal ectasia (dilated milk ducts), a phenotype previously observed in BN rats resistant to E2-induced mammary tumors [30]. The highly developed mammary gland phenotype observed in 9-week old *Cdkn1b*^-/-^ rats is in sharp contrast to the hypoplastic mammary glands observed in intact *Cdkn1b*^-/-^ mice, as well as transplanted *Cdkn1b*^-/-^ mammary epithelium [21]. Contrary to the pituitary gland adenomas, we did not observe any neoplastic changes in the mammary epithelium of *Cdkn1b*^-/-^ rats nor any signs of nuclear abnormalities described in fibroblast cultures derived from *Cdkn1b*^-/-^ mice [31].

To analyze mammary gland morphology and differentiation in further detail, we performed immunofluorescence analysis of smooth muscle actin (SMA) myoepithelial cell and Ki67 proliferation marker, as well as milk casein on tissue sections from *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ rats at 9 weeks of age. The basal epithelial layer, containing SMA^+^ myoepithelial cells, was intact in *Cdkn1b*^-/-^ rats, but they had significantly greater total numbers of epithelial cells (**Fig 1E**) Despite having significantly more cells in the mammary epithelium, the relative fraction of Ki67^+^ cells did not significantly differ across *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ genotypes (**Fig 1F**). The morphology of *Cdkn1b*^-/-^ mammary glands resembled pregnancy/lactation-related changes, a phenotype further supported by high expression of milk protein (**Fig 1E** and **1F**) and comparison to mammary glands of ACI rats at multiple stages of gestation (**S2A Fig**).

To assess if the genetic ablation of p27 alters the relative frequencies of mammary epithelial progenitors, we performed Fluorescence Activated Cell Sorting (FACS) analysis using cell type-specific cell surface markers on epithelial populations from rats 9 weeks of age. We used Cd31 and Cd45 to visualize endothelial and hematopoietic cells, respectively, while antibodies against Cd24, Cd29, and Cd49b, as well as Peanut Agglutinin (PNA) were used to quantify the relative frequencies of luminal (Cd24^+^Cd29^low^), basal/myoepithelial (Cd24^+^Cd29^high^; also containing mammary stem cells), and luminal progenitor (Cd24^+^Cd29^low^Cd49b^+^ or Cd24^+^Cd29^low^PNA^+^) sub-populations (**S2B Fig**). The relative frequency of Cd24^+^Cd29^high^ basal/myoepithelial cells did not differ significantly between *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats, however, the proportion of Cd24^+^Cd29^low^ mature luminal cells was significantly higher in *Cdkn1b*^*-/-*^ rats (**Fig 1G**). By analyzing the expression of Cd49b, a known marker for luminal progenitors in the mouse mammary gland [32], we found that Cd49b was expressed mainly in the Cd29^low^ luminal compartment and the fraction of Cd24^+^Cd29^low^Cd49b^+^ luminal cells was significantly reduced in *Cdkn1b*^*-/-*^ rats (**Fig 1G**). The relative fraction of Cd24^+^Cd29^low^PNA^+^ luminal cells did not statistically differ between the two groups, likely due to the fact that PNA stains a wider range of luminal cells, including alveolar progenitors [33]. We also characterized the mammary glands of 4-6-week-old prepubertal rats to determine if there are any visible differences prior to puberty. Whole mount, H&E, and SMA staining of the mammary glands of 4-6-weeks-old *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-*/-^ animals did not reveal any obvious differences (**S2C Fig**). Similarly, FACS analysis did not detect any significant differences in the relative frequencies of basal, luminal, and progenitor cell populations in this age group (**S2D, S2E,** and **S2F Fig**). Taken together, these data suggest that deletion of p27 leads to the expansion of mature luminal cells with a concomitant decrease in the frequency of luminal progenitors quantified from total mammary epithelial cell populations in post-pubertal rats, resulting in an overall more differentiated mammary epithelium. Because these changes are only observed after puberty, they could be due to differences in hormone levels or in the properties of hormone-responsive mammary epithelial cells.

### Mammary cell transplantation experiments

To determine if the mammary gland development phenotype is intrinsic to the p27-deficient epithelium or controlled by the host, we conducted mammary gland transplantation assays using rats at 4–5 weeks of age (a developmental timepoint prior to the onset of puberty), allowing 6 weeks for epithelial outgrowth. All of the donor and recipient animals were generated by intercrossing heterozygotes from backcross generation N6. Both DEL-32 and DEL-65 lines were used as recipients and donors. There was no difference in graft efficiency between genotype-matched (DEL-32 into DEL-32; or DEL-65 into DEL-65) and genotype-unmatched (DEL-32 into DEL-65 and vice versa) host-recipient combinations (p = 1.0), indicating that both alleles could be used interchangeably at the N6 backcross generation. Equal numbers of mammary epithelial cells from *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ donors were grafted on both sides of the inter-scapular white fat pads of recipient rats (*Cdkn1b*^*+/+*^ or *Cdkn1b*^*-/-*^). A total of 10 donors (n = 5 *Cdkn1b*^*+/+*^, n = 5 *Cdkn1b*^*-/-*^) provided cells for 24 recipients (n = 16 *Cdkn1b*^*+/+*^, n = 8 *Cdkn1b*^*-/-*^). After 6 weeks, the inter-scapular white fat pads containing transplanted cells, along with the endogenous, lower abdominal mammary fat pads, were harvested for whole mount analysis. We quantified the overall outgrowth rate based on the inter-scapular fat pad whole mounts. The outgrowth percentages were 39%, 63%, 50%, 88% for transplant groups (donor:recipient) WT:WT (n = 16), WT:KO (n = 8), KO:WT (n = 16), KO:KO (n = 8, respectively. Analysis by standard logistic regression of the binary outgrowth data indicated no significant donor (p = 0.503) or recipient genotype effect (p = 0.272), and no significant effect of the donor-recipient genotype interaction (p = 0.501) on outgrowth incidence (**Fig 2A**). These results indicate that the fraction of stem/progenitor cells contributing to outgrowth and the mammary fat pad microenvironment are not significantly different between *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. This is in accordance with the observation that the mammary glands of *Cdkn1b*^*+/*+^ and *Cdkn1b*^*-*/-^ females in the prepubertal cohort are identical, as we grafted tissue from donor animals 4–5 weeks of age, a timepoint well in advance of puberty-related changes in these rats. Interestingly, the appearance of the grafted tissue was markedly different between *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-*/-^ hosts. We found that the grafts always resembled the phenotype of the host’s endogenous mammary glands, regardless of donor genotype, indicating a strong host effect (**Fig 2B** and **2C**). The host effect was consistent across multiple transplantation experiments. The results indicate that loss of p27 does not significantly affect graft success rate, but it does affect mammary gland development at the onset of puberty. Because the grafted tissues receive the same hormonal regulatory stimuli as the endogenous mammary glands, the endocrine environment in female *Cdkn1b*^*-*/-^ rats is likely to be very different from that of the *Cdkn1b*^*+/+*^ animals.

**Fig 2:**
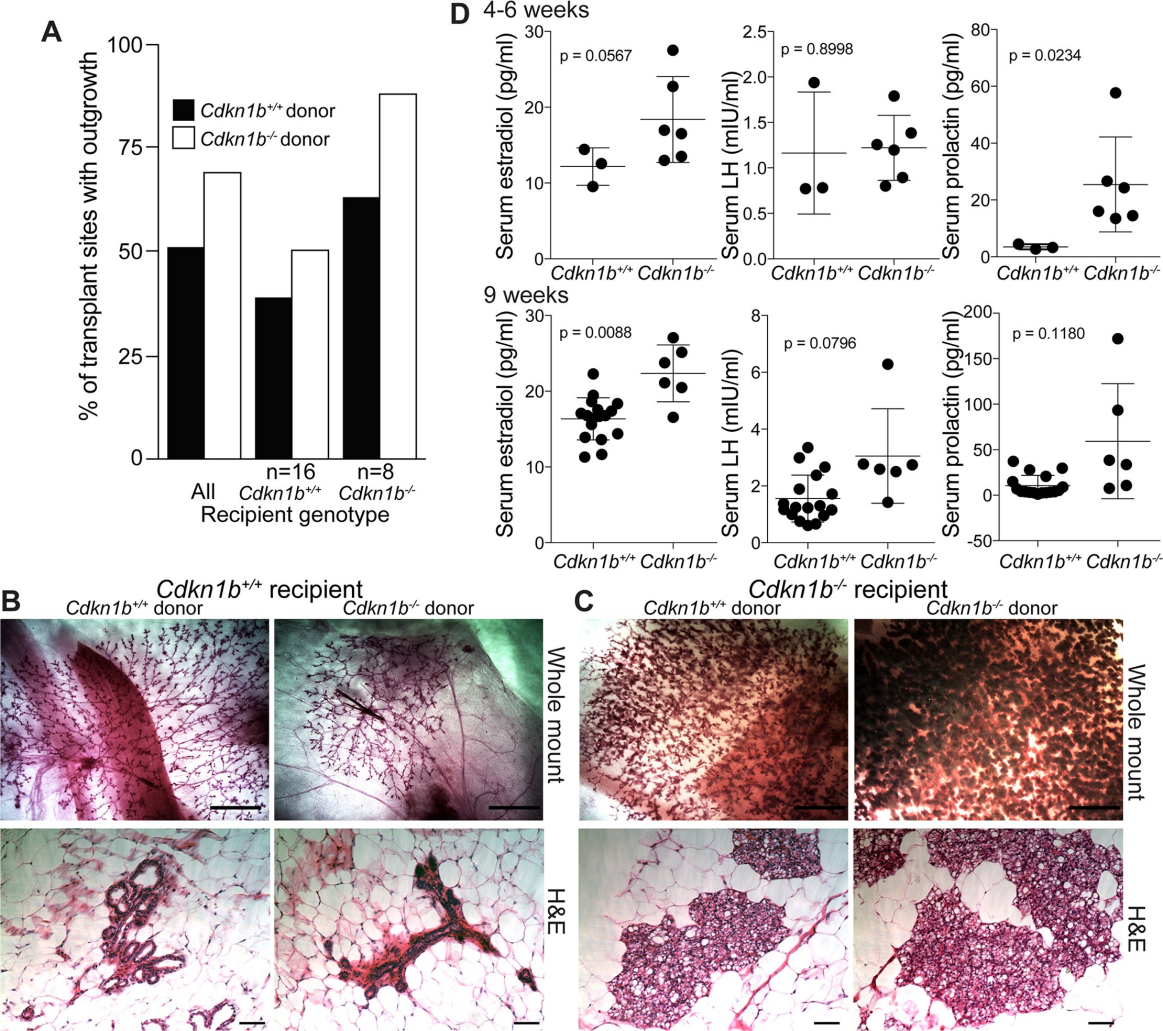
Mammary gland transplants. (A) Percentage of sites with outgrowth from *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ donors to *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ recipients. (B) Representative whole mounts and H&E staining of transplanted mammary outgrowth from *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ donors to *Cdkn1b*^*+/+*^ recipients. Scale bars are 5 mm and 100 μM (H&E), respectively. (C) Representative whole mounts and H&E staining of transplanted mammary outgrowth from *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ donors to *Cdkn1b*^*-/-*^ recipients. Scale bars are 5 mm and 100 μM (H&E), respectively. (D) Serum levels of the indicated hormones in Cdkn1b^+/+^ and Cdkn1b^-/-^ females at 4 (top) and 9 (bottom) weeks of age. Error bars represent mean ±SD. P-values determined by t-test.

To analyze hormonal differences between *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-*/-^ rats, we performed serum ELISA for E2, prolactin (PRL), luteinizing hormone (LH), and follicle-stimulating hormone (FSH) in both *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-*/-^ animals at 4–6 and 9 weeks of age. FSH levels were undetectable in all samples. The levels of E2 and PRL were significantly higher in the serum of 9-week-old and 4-6-week-old *Cdkn1b*^*-*/-^ rats as compared to *Cdkn1b*^*+/+*^, while LH levels were not statistically different (**Fig 2D**). These results demonstrate that the endocrine environment is significantly different in *Cdkn1b*^*-*/-^ rats, which likely explains the strong host effect observed in the mammary fat pad transplantation assays. The histological abnormalities we observed in the pituitary glands of *Cdkn1b*^*-*/-^ animals may underlie the observed hormonal changes. Consequently, the altered endocrine environment may also contribute to the partial infertility observed by lack of reproduction in 5 out of 6 females tested.

### p27 loss-induced gene expression changes in mammary epithelial cells of post-pubertal rats

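RNA was sequenced from mammary cells of 9-week-old virgin ACI rats, sorted by flow cytometry into basal cells, mature luminal cells, and luminal progenitors binding the lectin peanut agglutinin (PNA+) or carrying the integrin Cd49b (Cd49b+), with 2 libraries per genotype in each population. According to the methods, the libraries were made from low-input RNA with the SMARTer kit, aligned to the rat genome rn6 with STAR and counted on genes with htseq-count, and the values analysed are these counts without normalization. Between 21545344 and 33859550 reads per library were counted on genes, with a median of 26027102.5. Over all libraries of the study, entries that htseq-count tallied as not assigned to a gene came to between 47.1% and 77.0% of all entries. Most were tallied as aligned to more than 1 place. Such a read may be tallied more than once, so this need not be the share of reads. Counts were normalized by edgeR's TMM method, genes were kept by edgeR's filter on low counts, and genotypes were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12809 genes tested. PNA+ and Cd49b+ libraries were taken together as luminal progenitors (LP), as in the paper, which gives 4 libraries per genotype. Libraries of one genotype that carry the same number had correlated residuals across genes (Pearson's r from 0.26 to 0.80 over 12 pairs of libraries, genes not being independent replicates), so the 4 LP libraries of a genotype are not 4 independent samples. *Cdkn1b* had 2.94 ± 1.02 counts scaled to library size (CPM, SD, n = 8) in *Cdkn1b*-/- libraries and 9.41 ± 3.03 (SD, n = 8) in *Cdkn1b*+/+ libraries. The highest *Cdkn1b*-/- library had 4.68 and the lowest *Cdkn1b*+/+ library 6.15 CPM. In LP, its log2 fold change was -1.95 (standard error 0.26, adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

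**Figure D1:**
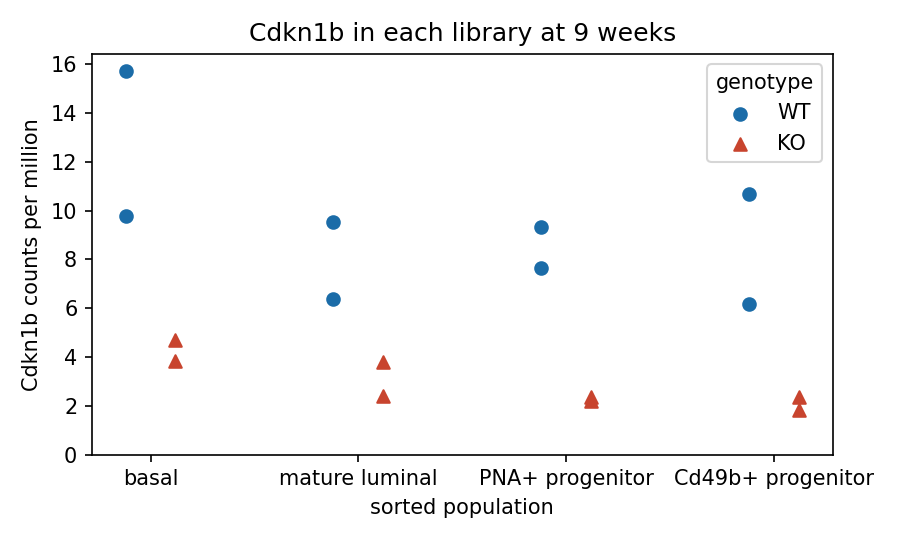
CPM of Cdkn1b (vertical axis) in each of the 16 libraries of 9-week-old rats, by sorted population (horizontal axis) and genotype, 1 point per library. The KO (Cdkn1b-/-) libraries lie between 1.84 and 4.68 and the WT (Cdkn1b+/+) libraries between 6.15 and 15.7.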

To characterize molecular mechanisms by which p27-loss leads to altered mammary epithelial cell proliferation and differentiation, we sorted Cd24^+^Cd29^high^ basal/myoepithelial, Cd24^+^Cd29^low^Cd49b^-^PNA^-^ mature luminal cells, and Cd24^+^Cd29^low^PNA^+^ and Cd24^+^Cd29^low^Cd49b^+^ luminal progenitors from 9-week-old virgin *Cdkn1b*^*+/*+^ and *Cdkn1b*^*-*/-^ females and analyzed their gene expression profiles. 

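Similarity between the libraries of 9-week-old rats was measured by Spearman's correlation of log2 CPM across all genes tested, which are not independent replicates. The paper's own correlations used differentially expressed genes alone. The median rho was 0.883 over the 48 pairs of a basal and a luminal library. Among basal libraries it was 0.971 within a genotype and 0.964 between genotypes, and among luminal libraries 0.962 within a genotype (30 pairs) and 0.953 between genotypes (36 pairs). Distance was measured as the mean Euclidean distance of log2 CPM between genotypes minus the mean distance within a genotype. This difference was 22.3 in LP (109.5 between and 87.2 within), 5.64 in basal cells and 0.10 in mature luminal cells. The distance within a genotype of LP takes in pairs of PNA+ and Cd49b+ libraries of the same number, so the value of LP is not comparable with the other 2. Taken apart, PNA+ progenitors had 19.2 and Cd49b+ progenitors 0.95. Restricted to the 1000 most variable genes, the difference was 14.4 in LP, 5.50 in basal cells and 2.86 in mature luminal cells. It was 13.1 in PNA+ and 3.31 in Cd49b+ progenitors. These differences in distance were not tested, since 2 libraries per genotype allow too few regroupings for such a test to decide. Over all genes, the distances between genotypes had an SD over pairs of libraries of 13.7 in basal and 10.1 in mature luminal cells. Both exceed the difference of their population. The SD was 5.81 in Cd49b+ progenitors, also above their difference, and 11.1 in PNA+ progenitors, below theirs.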

Luminal and basal cells had the most divergent gene expression patterns due to lineage-specific differences, while differences between *Cdkn1b*^*+/*+^ and *Cdkn1b*^*-*/-^ rats were more pronounced in luminal than in basal cell populations (**S3A Fig**). 

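In a principal component analysis of the 12 luminal libraries of 9-week-old rats over 12809 genes, the first component held 37.8% and the second 19.8% of the variance. On the first component, the 4 *Cdkn1b*+/+ LP libraries lay between -62.3 and -35.4, and the 4 mature luminal libraries of both genotypes between 46.1 and 75.4. Of the 4 *Cdkn1b*-/- LP libraries, the second Cd49b+ library lay at -52.1, among the *Cdkn1b*+/+ LP libraries, and the other 3 between -8.20 and 25.1. The mean distance was 103.6 between *Cdkn1b*+/+ and *Cdkn1b*-/- mature luminal libraries, 130.7 between *Cdkn1b*+/+ mature luminal and *Cdkn1b*+/+ LP libraries, and 116.3 between *Cdkn1b*-/- mature luminal and *Cdkn1b*-/- LP libraries. Between *Cdkn1b*+/+ and *Cdkn1b*-/- LP libraries it was 109.5, against 77.0 within *Cdkn1b*+/+ and 97.4 within *Cdkn1b*-/- LP libraries.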

Principal Component Analysis (PCA) of luminal cell types showed three major clusters, a larger *Cdkn1b*^*+/*+^ mature and luminal progenitor (LP) group, while mature luminal and luminal progenitors from *Cdkn1b*^*-*/-^ rats clustered by themselves (**Fig 3A**). The numbers of significantly differentially expressed genes was the highest in the combined Cd24^+^Cd29^low^PNA^+^ and Cd24^+^Cd29^low^Cd49b^+^ luminal progenitors (**Fig 3B** and **S1 Table**). These data suggest that p27 deletion has the most pronounced effects on luminal progenitors and that these changes are driven by the altered hormonal environment of these rats.

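By edgeR's quasi-likelihood test, 436 genes had an adjusted p under 0.05 between *Cdkn1b*-/- and *Cdkn1b*+/+ LP, 271 higher and 165 lower in *Cdkn1b*-/- cells. In basal cells 7 genes did, all higher, and in mature luminal cells 17 did, 13 higher and 4 lower. All 17 genes of mature luminal cells were also among the 436 of LP with the same direction, as were 5 of the 7 genes of basal cells. With all 16 libraries compared by genotype, without a term for population, 167 of 11303 genes tested passed, 123 higher and 44 lower. With population as a term 1054 passed, 661 higher and 393 lower, and with libraries of one genotype and number summed 0 did. Within PNA+ progenitors alone 1 gene passed, *Pigr* (log2 fold change 4.53, standard error 0.33), and within Cd49b+ progenitors 0 genes passed, with 630 at an unadjusted p under 0.05. The alternative that moved the LP count most downward was summing the libraries of one genotype and number, which left 5 genes. All 5 were higher in *Cdkn1b*-/- cells, so no lowered gene passed in that fit, which has fewer libraries. DESeq2's Wald test gave 1079. Leaving out 1 library at a time gave between 157 and 1209 genes, the latter without the second *Cdkn1b*-/- Cd49b+ library and at most 239 without any other. Without that library more of the genes were lower (713) than higher (496) in *Cdkn1b*-/- cells. Among the genes with the largest changes in LP were *Aoc1*, *Astn2* and *Klk1c9*, higher in *Cdkn1b*-/- cells, and *Gp2*, *Pcsk2* and *Ptpru*, lower. *Gp2* had a log2 fold change of -4.63 (standard error 0.50, adjusted p = 0.00042 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in LP and -4.44 (standard error 0.70, adjusted p = 0.026) in mature luminal cells.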

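The number of libraries differed between these comparisons. When 2 of the 4 LP libraries of each genotype were taken in every possible choice, the 36 fits had a median of 7 genes with an adjusted p under 0.05, with a range of 2 to 476. In the 16 fits that took both numbers of each genotype, as in basal and mature luminal cells, the median was 5 and the range 2 to 121. By edgeR's quasi-likelihood test, the difference in genotype effect between LP and basal cells passed for 0 genes (926 at an unadjusted p under 0.05). That between LP and mature luminal cells also passed for 0 genes (224 at an unadjusted p under 0.05). DESeq2's Wald test gave 75 and 0 genes. These fits treat libraries of one genotype and number as independent, although their residuals were correlated, so the counts of 0 do not show equal effects. Data were then simulated with the variability of these libraries, drawn as independent, with 200 genes changed by a log2 of 2. There, edgeR's tests of these differences found 44.0% and 34.5% of the changed genes. Its tests within a population found 86.0% in LP, 61.5% in basal and 51.5% in mature luminal cells. From these data, the paper proposes that p27 deletion affects luminal progenitors most and that the altered hormonal environment of the rats drives these changes.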

**Fig 3:**
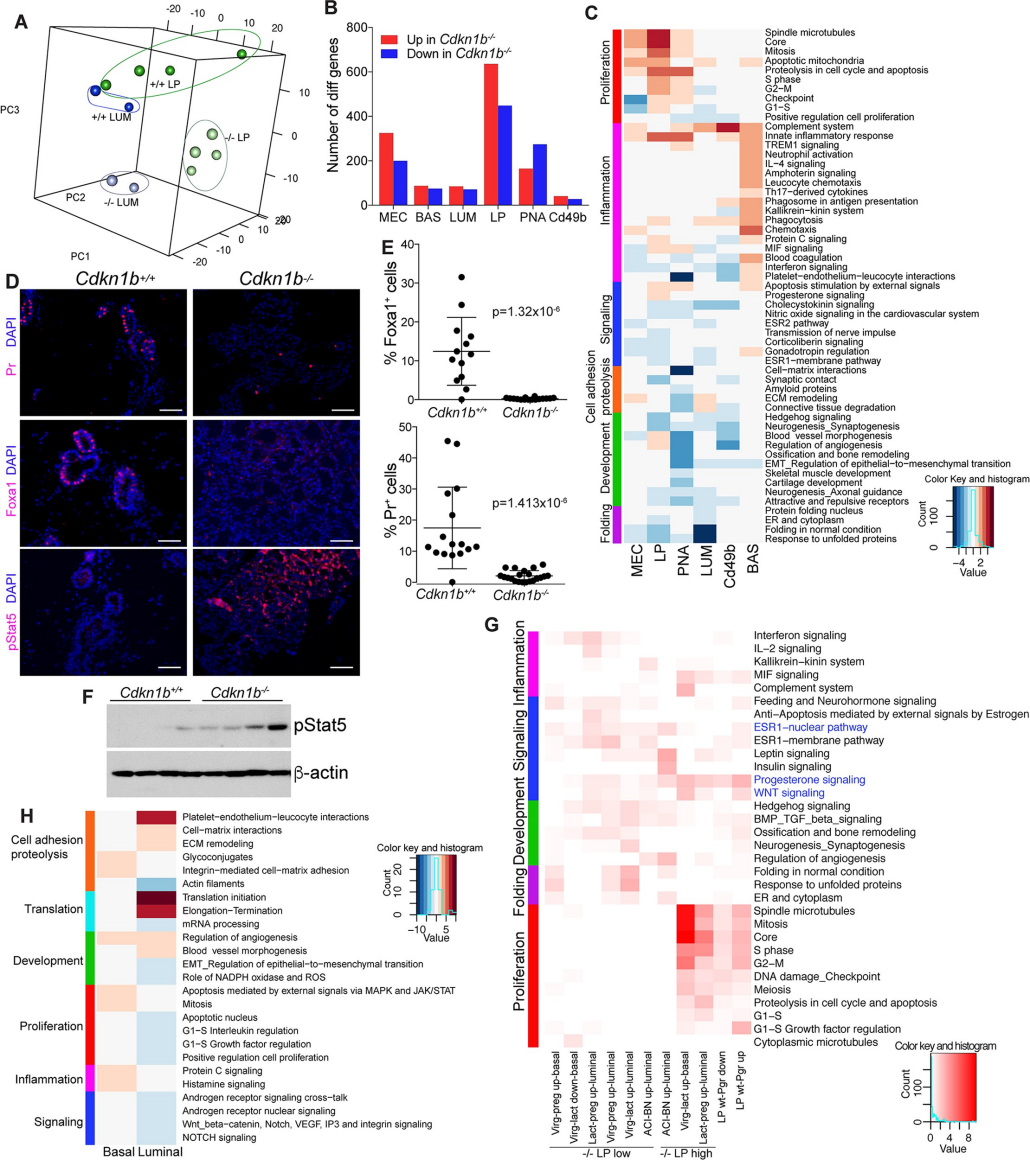
Gene expression changes in *Cdkn1b*^*-/-*^ mammary epithelial cells. (A) PCA plot of luminal (Cd24^+^Cd29^low^) and luminal progenitor (Cd24^+^Cd29^low^Cd49b^+^ and Cd24^+^Cd29^low^PNA^+^) cells. (B) Numbers of significantly up and down regulated genes in *Cdkn1b*^*-/-*^ rats. MEC (all mammary epithelial cells), BAS (basal), LUM (luminal), LP (luminal progenitor). (C) Top enriched process networks (FDR < 0.1) in basal, luminal, and luminal progenitor cells from 9-week-old rats. (D) Immunofluorescence staining analysis of Pr, FoxA1, and pStat5 of *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ mammary glands. Scale bar 75 μM. (E) Quantification of the fractions of FoxA1^+^ and Pr^+^ cells. Statistical significance determined using Welch two sample t test of arcsin transformed values. (F) Immunoblot analysis of pStat5 in *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ mammary epithelium. (G) Top enriched process networks (FDR < 0.1) in the indicated overlaps. (H) Top enriched process networks (FDR < 0.1) in basal and luminal cells 6-week-old rats.

We performed Metacore analysis [34] of the differentially expressed gene lists to identify pathways and networks that are affected by p27 deletion. In basal cells the top up-regulated pathways were chemotaxis, inflammation and other immune-related processes with many chemokines (e.g., Ccl2, Ccl7, Ccl13, Ccl19, Ccr7) overexpressed in *Cdkn1b*^*-*/-^ animals, while top down-regulated pathways included regulation of epithelial-to-mesenchymal transition (EMT) and Notch signaling driven by decreased tuberin, Smad2, Dock1, and Mpdz levels (**Fig 3C)**. 

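Of the 9 genes named here, 8 passed the filter on low counts in basal cells, and *Ccl13* did not. All 8 had the direction the paper gives. None passed at an adjusted p of 0.05 over all genes, the lowest being 0.105 for *Ccl19*, while all 8 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. *Ccl19* had 16.4 ± 11.8 normalized CPM (SD, n = 2) in *Cdkn1b*-/- and 0.483 ± 0.016 (SD, n = 2) in *Cdkn1b*+/+ basal cells, a log2 fold change of 5.07 (standard error 0.95). For *Ccl2* these were 478.3 ± 60.5 and 76.9 ± 42.5, a log2 fold change of 2.64 (standard error 0.67, adjusted p = 0.26 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 2.69 for *Ccl7* and 2.84 for *Ccr7*. Among the genes named as decreased, it was -1.49 for *Mpdz*, -0.90 for *Dock1*, -0.66 for *Tsc2*, which encodes tuberin, and -0.47 for *Smad2*. The libraries of the genotypes did not overlap for any of the 8 genes, which chance gives for 33.3% of genes with 2 libraries against 2. DESeq2's Wald test called all 8. Marker genes of lymphoid and of myeloid cells were also higher in *Cdkn1b*-/- basal cells, with median log2 fold changes of 1.48 (10 of 10 genes) and 1.16 (13 of 14 genes).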

Among luminal cells the most significant and highest number of differentially enriched pathways were in the luminal progenitor (LP) fraction, which is consistent with our FACS and gene expression data. 

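Instead of the Metacore networks, 13 sets of genes were tested with limma's camera, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the sets of a comparison. A set of ribosomal protein genes, one of Nrf2 target genes and one of immediate early genes were added later and adjusted over 16 sets. Over 5 comparisons of *Cdkn1b*-/- and *Cdkn1b*+/+ cells at 9 and 6 weeks, 34 of 65 tests of the 13 sets had an adjusted p under 0.05. With fry 7 of these 34 held, and with the correlation estimated from the libraries 1 did, the set of heat shock genes in mature luminal cells. The other 6 that held under fry were heat shock, milk and hormone-sensing luminal genes in LP, milk genes in basal cells, and at 6 weeks Schwann cell genes in basal cells and endothelial genes in luminal cells.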

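In LP of 9-week-old rats, 43 of the 46 genes of a G2 and M phase set were higher in *Cdkn1b*-/- cells, with a median log2 fold change of 1.03 (limma's camera adjusted p = 2.3e-09, fry adjusted p = 0.13). For *Cdk1* the log2 fold change was 1.71 (standard error 0.53, adjusted p = 0.097 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 8.88 ± 1.88 normalized CPM (SD, n = 4) in *Cdkn1b*-/- and 2.71 ± 1.47 (SD, n = 4) in *Cdkn1b*+/+ cells. It was 1.66 for *Ccnb1*, 1.42 for *Ccnb2*, 2.26 for *Ccna2*, 1.62 for *Bub1* and 1.41 for *Nek2*, with adjusted p between 0.061 and 0.17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Heat shock genes were lower in *Cdkn1b*-/- LP, 14 of 15 with a median log2 fold change of -0.66 (limma's camera adjusted p = 1.2e-06, fry adjusted p = 0.0046). Among them, *Hsp90ab1* had -0.71 (standard error 0.16, adjusted p = 0.026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *Hspa8* had -0.66 (standard error 0.16, adjusted p = 0.037 from the same edgeR test). *Hspb1*, which encodes Hsp27, had -1.59 (adjusted p = 0.062 from the same edgeR test). *Fgfr2* fell from 130.4 ± 11.1 to 31.7 ± 14.6 normalized CPM (SD, n = 4), a log2 fold change of -2.04 (standard error 0.33, adjusted p = 0.0066 from the same edgeR test). These edgeR tests take the 4 LP libraries of a genotype as independent. With libraries of one genotype and number summed, no lowered gene of LP passed. The log2 fold change was -1.26 for *Gli3*, -0.86 for *Id2*, -0.98 for *Esr1* and -0.54 for *Creb1*, none with an adjusted p under 0.05. Of these 17 genes, counting *Hsp90aa1*, *Hspa1a* and *Hspa1b*, 3 passed over all genes and 15 when adjusted over the list alone, which the study chose on these samples and which is therefore not independent evidence. The LP libraries of the genotypes did not overlap for 13 of the 17. Chance gives this for 2.86% of genes if the 4 libraries of a genotype are independent, and libraries with the same number deviated together.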

Top up-regulated networks in LP are almost all cell proliferation and cell cycle related (e.g., Cdk1, cyclin B, cyclin A, Bub1, Nek2A) implying that p27-deficient luminal progenitors are more proliferative, while down-regulated networks included protein folding (Hsp90, Hsp70, Hsp27), hedgehog signaling (Gli3, Id2, Fgfr2), and hormone-related pathways (Esr1, Creb1) (**Fig 3C)**. Top enriched pathways in mature luminal cells were also mostly cell cycle-related consistent with the expansion of this cell population (**Fig 3C**).

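In mature luminal cells, 37 of the 46 genes of the G2 and M phase set were higher in *Cdkn1b*-/- cells, with a median log2 fold change of 0.55 (limma's camera adjusted p = 0.00034, fry adjusted p = 0.69). For the S phase set, 20 of 37 genes were higher, with a median log2 fold change of 0.08 (limma's camera adjusted p = 0.52). The mean log2 CPM of the G2 and M phase genes overlapped between genotypes, with 2.38 and 3.01 in the *Cdkn1b*-/- libraries and 2.42 and 1.78 in the *Cdkn1b*+/+ libraries. Heat shock genes were lower in *Cdkn1b*-/- mature luminal cells, 14 of 15 with a median log2 fold change of -0.91 (limma's camera adjusted p = 4.5e-11, fry adjusted p = 0.0072).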

Interestingly, lactation and milk protein-related genes *Wap*, *Csn2*, and *Csn3* exhibited much higher expression in luminal cells of *Cdkn1b*^*-*/-^ rats, while the expression of genes associated with luminal epithelial cell differentiation (e.g., *Esr1*, *Pgr*, and *Foxa1*) were reduced in *Cdkn1b*^*-*/-^ cells (**S1 Table**). 

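*Wap* had 1691.6 ± 913.4 normalized CPM (SD, n = 4) in *Cdkn1b*-/- LP and 107.8 ± 24.1 (SD, n = 4) in *Cdkn1b*+/+ LP, a log2 fold change of 3.97 (standard error 0.39, adjusted p = 0.00022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In mature luminal cells its log2 fold change was 3.08 (standard error 0.53, adjusted p = 0.040 from the same edgeR test). *Wap* was also higher in *Cdkn1b*-/- basal cells, with a log2 fold change of 4.59, where its level was 24.7% of that in *Cdkn1b*-/- LP, within the range of the luminal marker genes. *Csn2* had a log2 fold change of 3.38 (standard error 1.09) and *Csn3* of 1.38 (standard error 0.43) in LP, with adjusted p of 0.11 and 0.099 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Foxa1* had a log2 fold change of -1.34 (standard error 0.29, adjusted p = 0.025 from the same edgeR test) in LP. *Pgr* had -1.02 (standard error 0.34, adjusted p = 0.12 from the same edgeR test). Of the 6 genes, 2 passed over all genes in LP and all 6 when adjusted over the list alone, which the study chose on these samples and which is not independent evidence. In mature luminal cells *Wap* alone of the 6 passed. There the log2 fold change was 2.89 for *Csn2*, 0.62 for *Csn3*, -0.53 for *Foxa1*, -0.14 for *Esr1* and 0.25 for *Pgr*. From these changes in milk protein and luminal differentiation genes, together with tissue staining, the paper concludes that p27 deletion leads to pregnancy-associated and lactation-associated changes.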

In line with this, multicolor-immunofluorescence analysis of mammary gland tissue sections demonstrated significantly fewer Pr^+^ and almost complete absence of Foxa1^+^ mammary epithelial cells in *Cdkn1b*^*-*/-^ rats confirming our RNA-seq data (**Fig 3D** and **3E**). In contrast, the fraction of pStat5^+^ cells was significantly increased in *Cdkn1b*^*-*/-^ mammary glands (**Fig 3D** and **3F**), which is consistent with the pregnancy-related morphogenesis and differentiation in the *Cdkn1b*^*-*/-^ mammary gland, since pStat5 is known to be induced by prolactin [35]. Analysis of these same proteins in mammary glands of pregnant (D11.5), lactating (D9), and involuting (D4) ACI rats showed similar decline in Pr and Foxa1 and increase in pStat5, however, in contrast to the *Cdkn1b*^*-*/-^ glands, proliferation (Ki67^+^ cells) was also decreased in these conditions (**S2A Fig**). Thus, deletion of p27 in ACI rats leads to pregnancy and lactation-associated changes, but with increased proliferation, implying perturbed differentiation and hormonal regulation of luminal progenitors. Interestingly, estrogen-treated BN rat mammary glands also displayed some of these pregnancy/lactation-related changes (**S2A Fig**), which could contribute to their relative resistance to estrogen-induced mammary tumors.

To further delineate the similarity of *Cdkn1b*^*-*/-^ mammary epithelial cells to that of pregnant or hormonally-stimulated animals, we analyzed overlaps between genes high or low in luminal progenitors (LP) of *Cdkn1b*^*-*/-^ rats and different between virgin and G18 pregnant and lactating (day 2) mouse mammary glands [36] as well as mammary glands of ovariectomized mice before and after acute (4–72 hr) progesterone treatment [37]. 

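Basal and luminal cells were sorted from control and estradiol (E2)-treated rats of the ACI strain and of the BN strain, with 2 libraries per treatment and cell type in ACI and 1 in BN. The values analysed are reads counted on genes with htseq-count, without normalization. Between 13659389 and 25280421 reads per library were counted on genes, with a median of 22721312.5. Strains were compared with treatment as a term, which sets 4 ACI against 2 BN libraries in each cell type, and the E2 effect with strain as a term, which sets 3 libraries against 3. On data simulated with the variability of these libraries, in which 200 genes changed by a log2 of 2, edgeR's quasi-likelihood test found 0 of the changed genes, so a count of 0 in this experiment does not show that genes are unchanged. With a dispersion of 0.02 in place of that of the libraries, the test found all of them.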

We also performed RNA-seq of basal and luminal cells from control and E2-treated ACI and BN rats. All overlaps with genes high in luminal progenitors of *Cdkn1b*^*-*/-^ rats were the most significantly enriched in networks related to cellular proliferation including regulation of G1-S and G2-M transition, mitosis and S phase (**Fig 3G**). In contrast, overlaps with genes low in luminal progenitors of *Cdkn1b*^*-*/-^ rats were enriched in networks related to development, hormonal (estrogen and progesterone) and growth factor (Wnt, hedgehog) signaling, and inflammation. These results further imply that luminal progenitors of virgin adult *Cdkn1b*^*-*/-^ rats show pregnancy/lactation-related proliferation and differentiation changes due to their perturbed endocrine environment, and that some of these changes may be due to direct transcriptional regulation by Pr. Interestingly, differences between ACI and BN rats overlapping with differential genes in *Cdkn1b*^*-*/-^ LP cells were enriched in hormonal (estrogen and progesterone) and growth factor (Wnt and Hh) signaling pathways, but not in proliferation-related categories.

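Between ACI and BN luminal cells, 0 of 11499 genes tested had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 527 had an unadjusted p under 0.05. The overlap with the LP genes of *Cdkn1b*-/- rats was therefore 0. Of the 409 LP genes that were tested in both comparisons, 38 (9.29%) had an unadjusted p under 0.05 between the strains, against 4.45% of the other 10907 genes (Fisher's exact test, two-sided, p = 3.6e-05, genes not being independent). With DESeq2's Wald test in both comparisons, 1013 LP genes and 457 strain genes overlapped in 75 genes, where 39.4 are expected by chance (Fisher's exact test, two-sided, p = 5.4e-08). On data simulated with the variability of the strain libraries, 89.8% of DESeq2's calls were genes that had not been changed. Of these 75 genes, 27 changed in the same direction in *Cdkn1b*-/- against *Cdkn1b*+/+ LP as in ACI against BN luminal cells. Enrichment of the overlap in pathways was not analysed here.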

### p27 loss-induced gene expression changes in mammary epithelial cells of prepubertal rats

Based on our analysis of *Cdkn1b*^*-*/-^ rats at different ages hormonal and organ-size related changes start to occur at puberty at 6 weeks of age. Thus, to analyze whether p27 deletion causes any molecular differences in mammary epithelial cells in prepubertal animals, we also analyzed the gene expression profiles of Cd24^+^Cd29^high^ basal/myoepithelial (BAS) and Cd24^+^Cd29^high^ luminal epithelial (LUM) cells. 

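For the prepubertal rats, basal and luminal libraries labelled 4 and 6 weeks were analysed. At 4 weeks these are 3 *Cdkn1b*+/+ and 2 *Cdkn1b*-/- basal libraries and 3 libraries per genotype of luminal cells. At 6 weeks they are 3 *Cdkn1b*+/+ and 2 *Cdkn1b*-/- basal libraries and 2 libraries per genotype of luminal cells. Reads had been counted on genes as for the adult rats, with between 14674040 and 23045345 counts per library at 4 weeks and between 7985619 and 16390460 at 6 weeks. Each age was fitted by itself with edgeR. *Cdkn1b* was lower in every basal library of 4 weeks labelled *Cdkn1b*-/- (11.5 and 12.1 CPM) than in those labelled *Cdkn1b*+/+ (16.7 to 42.8), a separation that chance gives for 20.0% of genes. In the other 3 groups of these ages the libraries labelled *Cdkn1b*-/- and *Cdkn1b*+/+ overlapped. In basal cells of 6 weeks this was due to 1 library labelled *Cdkn1b*+/+ (RU) with 3.17 CPM, from 25 counts and the lowest depth of this age. Those labelled *Cdkn1b*-/- had 10.3 and 12.2 CPM, and the others labelled *Cdkn1b*+/+ 21.2 and 23.6. At 6 weeks *Cdkn1b* had 35.1 (LM) and 10.5 CPM (RU) in the luminal libraries labelled *Cdkn1b*-/- and 31.3 and 40.9 in those labelled *Cdkn1b*+/+. At 4 weeks its log2 fold change was -1.24 in basal and -0.54 in luminal cells.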

We separated this cohort into two age groups, 3–4 weeks (n = 3), when the mammary ducts just start to extend into the fat pad, and 5–6 weeks (n = 2) old animals when the mammary fat pad extension is completed. 

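In rats of 4 weeks, 0 of 12082 genes tested had an adjusted p under 0.05 between the libraries labelled *Cdkn1b*-/- and *Cdkn1b*+/+, in basal or in luminal cells, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 310 genes in basal and 435 in luminal cells. DESeq2's Wald test gave 2 genes in basal cells and 0 in luminal cells. On data simulated with the variability of these libraries, in which 200 genes changed by a log2 of 2, the edgeR test found 40.5% of the changed genes in basal and 60.5% in luminal cells.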

In the 3–4 week-old group, *Cdkn1b*^*-*/-^ mammary cells did not exhibit clear differences at gene expression level from *Cdkn1b*^*+/*+^ cells, and we did not identify any differentially expressed genes with significant p-value. 

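In rats of 6 weeks, 0 of 11921 genes tested had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in basal and in luminal cells. At an unadjusted p under 0.05 there were 1072 genes in basal and 1961 in luminal cells. With DESeq2's Wald test there were 422 genes in basal cells (217 higher and 205 lower in *Cdkn1b*-/- cells) and 1423 in luminal cells (1001 higher and 422 lower). On data simulated with the variability of these libraries, in which 200 genes changed by a log2 of 2, the edgeR test found 0 of the changed genes in either cell type, while 71.9% of DESeq2's calls in basal cells and 75.2% in luminal cells were genes that had not been changed.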

In the 5–6 week-old cohort we identified 1,182 and 2,717 genes that were significantly differentially expressed in basal and luminal cells, respectively (**S2 Table**). 

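In basal cells of 6 weeks, *Eln* (elastin) had 100.1 ± 4.1 normalized CPM (SD, n = 2) in libraries labelled *Cdkn1b*-/- and 3.12 ± 2.38 (SD, n = 3) in those labelled *Cdkn1b*+/+, a log2 fold change of 4.98 (standard error 1.32, adjusted p = 0.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 3.64 for *Aurkb*, 2.55 for *Cdc20*, 2.32 for *Bcl3* and 1.13 for *Mcl1*. Of the hyaluronan synthases, *Has1* had 2.66 and *Has2* 1.66. *Eif4ebp1* fell from 557.2 ± 204.2 to 90.8 ± 9.1 normalized CPM, a log2 fold change of -2.62 (standard error 0.45, adjusted p = 0.16 from the same edgeR test). It was -1.51 for *Eif3d*, -1.19 for *Hspd1* (Hsp60) and -0.96 for *Hspa8*. The Hsp70 genes *Hspa1a* and *Hspa1b* had -1.73 and -1.82, with overlapping libraries. Of these 14 genes, 0 passed over all genes and 9 when adjusted over the list alone, which the study chose on these samples, so that it is not independent evidence. The libraries did not overlap for 12 of the 14, which chance gives for 20.0% of genes. All 15 heat shock genes were lower, with a median log2 fold change of -0.96 (limma's camera adjusted p = 2.7e-05, fry adjusted p = 0.19).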

Top up-regulated networks in basal cells are apoptosis (e.g., Mcl1, STAT1, Bcl-3), cell adhesion (e.g., tubulin, actin, Has, elastin), and cell cycle (e.g., Aurora B, Cdc20) related, while top down-regulated pathways are associated with protein folding (e.g., Hsp70, Hsp60) and translation initiation (e.g., 4e-Bbp1, eif3s7) (**Fig 3H**). Top up-regulated pathways in luminal cells include translational regulation with many genes encoding ribosomal proteins (e.g., Rps28, Rpl23a, Rpl28, Rack1, Rps3, Rpl19) and proteins involved in cell adhesion and cell-matrix interactions (e.g., Col1a1, Itga1, biglycan, lumican, Timp3, decorin, Itga4, fibronectin). Many of these upregulated genes are known targets (e.g., fibronectin) or modulators (e.g., decorin, biglycan) of the TGFβ signaling pathway and are also upregulated during EMT [38] implying perturbed luminal epithelial cell differentiation. 

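All 14 of these genes that were tested in luminal cells of 6 weeks were higher in the libraries labelled *Cdkn1b*-/-, and none had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest being 0.12 for *Itga1*. All 14 passed when adjusted over the list alone, which the study chose on these samples, so that it is not independent evidence. *Rpl19* had a log2 fold change of 1.96 (standard error 0.74), *Rps28* of 2.13 and *Rps3* of 1.53. Over all 74 ribosomal protein genes tested, 73 were higher, with a median log2 fold change of 1.89 (limma's camera adjusted p = 2.5e-12, fry adjusted p = 0.21). *Col1a1* had a log2 fold change of 4.19 (standard error 1.21), *Fn1* (fibronectin) of 4.30 and *Dcn* (decorin) of 7.35 (standard error 2.43). A single library carried much of these differences. Leaving out 1 library at a time brought the log2 fold change of *Dcn* to between 0.14 and 12.7, of *Lum* (lumican) to between 0.16 and 14.3, and of *Rpl19* to between 0.37 and 2.69. *Col1a1* had 352 CPM in the library labelled LM and 20.0 in that labelled RU of the *Cdkn1b*-/- luminal libraries, against 6.88 and 14.1 in the *Cdkn1b*+/+ libraries. Marker genes of other cell types were higher in the same comparison, with median log2 fold changes of 7.46 for endothelial cells (17 of 17 genes, limma's camera adjusted p = 7.3e-14), 6.34 for fibroblasts (11 of 12 genes, limma's camera adjusted p = 0.00073) and 3.20 for basal cells.

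**Figure D2:**
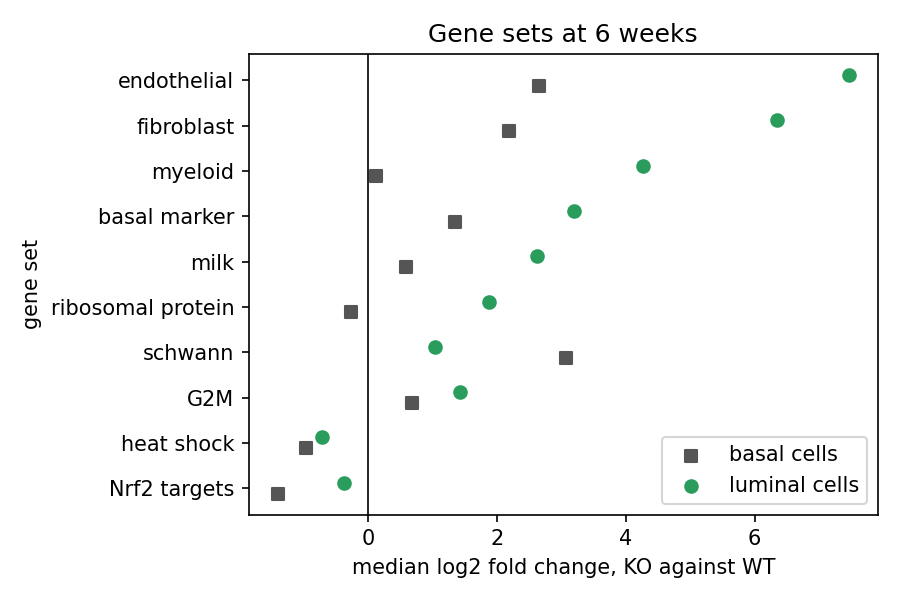
Median log2 fold change between KO (Cdkn1b-/-) and WT (Cdkn1b+/+) libraries of 6 weeks (horizontal axis) for 10 sets of genes (vertical axis), in basal cells (squares) and luminal cells (circles). Endothelial genes reach 7.46 in luminal cells and Schwann cell genes 3.08 in basal cells, while Nrf2 target genes lie at -1.40 in basal cells.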

In line with this, top pathways enriched in genes downregulated in *Cdkn1b*^-/-^ luminal cells include Notch signaling (e.g., Notch1, Hes7, Smad2, Gata-3, Numb) and regulation of cell proliferation (e.g., c-Myc, Gsk3 beta, E2f4, Cdk6). These data suggest that p27 loss in mammary epithelial cells leads to perturbed luminal epithelial differentiation and altered responsiveness to growth factor signaling pathways, and some of these changes occur early in pre-pubertal rats and prior to significant changes in the systemic hormonal environment.

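All 9 of these genes were lower in luminal libraries of 6 weeks labelled *Cdkn1b*-/-, and none had an adjusted p under 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the lowest being 0.15 for *Myc*. When adjusted over the list alone 5 of the 9 passed, which is not independent evidence because the study chose the list on these samples. *Myc* fell from 1622.9 ± 83.1 to 441.2 ± 138.5 normalized CPM (SD, n = 2), a log2 fold change of -1.88 (standard error 0.48). It was -2.02 for *Notch1*, -2.39 for *Cdk6*, -1.63 for *E2f4*, -1.86 for *Gsk3b*, -1.79 for *Numb*, -1.54 for *Gata3* and -1.10 for *Smad2*. *Hes7* had a log2 fold change of -2.85 with a standard error of 2.06 and overlapping libraries, and values between -8.65 and -0.69 when 1 library at a time was left out. The libraries of the other 8 genes did not overlap, which chance gives for 33.3% of genes with 2 libraries against 2.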

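Between luminal and basal cells of 6 weeks, the difference in genotype effect was tested for the same sets of genes, with adjustment over the sets of this and the 2 differences between populations of 9 weeks together. It had a median log2 of 2.14 for ribosomal protein genes, 72 of 74 of which differed in this direction (limma's camera adjusted p = 1.0e-16, fry adjusted p = 0.706). Of 16 sets 7 passed with camera and 0 with fry. From the genes changed at this age, the paper proposes that p27 loss perturbs luminal differentiation and the response to growth factors, and that some changes occur before the systemic hormonal environment has changed.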

### Direct targets of progesterone receptor (Pr) in *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ mammary epithelial cells

The progesterone receptor is a key transcriptional regulator of mammary epithelial cell differentiation and proliferation [25]. We detected a significant decrease in the fraction of Pr^+^ cells *Cdkn1b*^-/-^ rats (**Fig 3D**) and genes induced by acute progesterone treatment in ovariectomized mice overlapped with genes with altered expression in luminal progenitors of *Cdkn1b*^-/-^ rats (**Fig 3G**), implying that changes in progesterone signaling may be responsible for some of the phenotypic changes we see in *Cdkn1b*^-/-^ rats. To test this hypothesis, we performed ChIP-seq for Pr in mammary epithelial cells from 9 weeks old *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ females. 

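Binding of the progesterone receptor (Pr) was measured by chromatin immunoprecipitation with an antibody against Pr and sequencing, in 1 library of *Cdkn1b*+/+ and 1 of *Cdkn1b*-/- mammary cells of 9-week-old rats. According to the methods, cells came from dissociated mammary organoids, reads were aligned to rn6 with BWA and peaks were called with MACS2. The values analysed are the positions of the called peaks with their fold enrichment over background and q-values. Read counts, read depth and the input libraries were not analysed here, so the depth behind each peak is unknown. With 1 library per genotype there are no replicates, and no difference between genotypes was tested. Peaks of the genotypes were compared with bedtools and counted as common when they overlapped by at least 1 base.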

QC analysis of the number of mapped reads (**S4A Fig**) and total peaks above background (**S4B Fig**) confirmed the quality of the ChIP-seq data. 

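The *Cdkn1b*+/+ library had 5251 peaks covering 1577685 bases, with a median width of 256 bases, and the *Cdkn1b*-/- library 2748 peaks covering 776069 bases, with a median width of 241.5. The median fold enrichment was 6.05 in *Cdkn1b*+/+ and 6.18 in *Cdkn1b*-/- cells. Of the peaks, 911 in *Cdkn1b*+/+ and 477 in *Cdkn1b*-/- cells had a fold enrichment of at least 10, which is 17.3% and 17.4% of each list.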

D*e novo* motif search also revealed PR consensus binding sequence as top hit (**S4C Fig**). We identified significant differences in Pr genomic binding between *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ cells with 3,270 and 760 peaks unique to *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ cells, respectively, while 1,972 peaks were common (**Fig 4A, S4D Fig**, and **S3 Table**). 

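By an overlap of at least 1 base, 1980 of the *Cdkn1b*+/+ peaks (37.7%) overlapped a *Cdkn1b*-/- peak and 3271 did not, while 1987 of the *Cdkn1b*-/- peaks (72.3%) overlapped a *Cdkn1b*+/+ peak and 761 did not. Of the planned settings, comparing equal numbers of peaks moved these counts most. With the 2748 top-scoring peaks of each genotype, 1156 were found in *Cdkn1b*+/+ cells only and 1146 in *Cdkn1b*-/- cells only. All *Cdkn1b*-/- peaks were kept in this setting, so the rise from 761 is of peaks whose *Cdkn1b*+/+ partner was cut. Among the 500 strongest *Cdkn1b*+/+ peaks by q-value, 98.4% overlapped a *Cdkn1b*-/- peak. The peaks found in *Cdkn1b*+/+ cells only had a median fold enrichment of 5.41, against 8.74 for those that overlapped a *Cdkn1b*-/- peak. Of the S3 Table, 1733 of the peaks unique to *Cdkn1b*+/+ cells were held, and all 1733 were among the 3271. From the numbers of unique peaks, the paper concludes that Pr binding differs significantly between *Cdkn1b*+/+ and *Cdkn1b*-/- cells.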

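Near *Notch1*, 2 peaks of the *Cdkn1b*+/+ library had no overlapping *Cdkn1b*-/- peak. The first lies on chromosome 3 of rn6 from 3950963 to 3951179, at a promoter and 56 bases from the transcription start site by the annotation of the paper's S3 Table, with a fold enrichment of 5.67. The second lies from 3979719 to 3979983 in an intergenic region, with a fold enrichment of 6.13. The nearest *Cdkn1b*-/- peak was 21503 bases from the first and 50259 bases from the second. The genes assigned to peaks unique to *Cdkn1b*-/- cells, *Id3* among them, were not analysed here.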

*Id3* and *Notch1* are examples for differential peaks present in *Cdkn1b*^-/-^ and *Cdkn1b*^+/+^ cells, respectively (**Fig 4B**). Most of the Pr peaks were localized to intergenic regions and introns, with smaller fraction in promoters and this relative peak distribution pattern was essentially the same in *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ cells (**S4E Fig**). Functional analysis of Pr targets associated with peaks present in both *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ cells using Metacore revealed that top enriched pathways include Notch, ErbB family, Esr1, and leptin signaling (**Fig 4C**). All these pathways are known to play important roles in mammary epithelial cell differentiation and their direct regulation by Pr confirms its role as a key transcriptional regulator of mammary epithelial cells.

**Fig 4:**
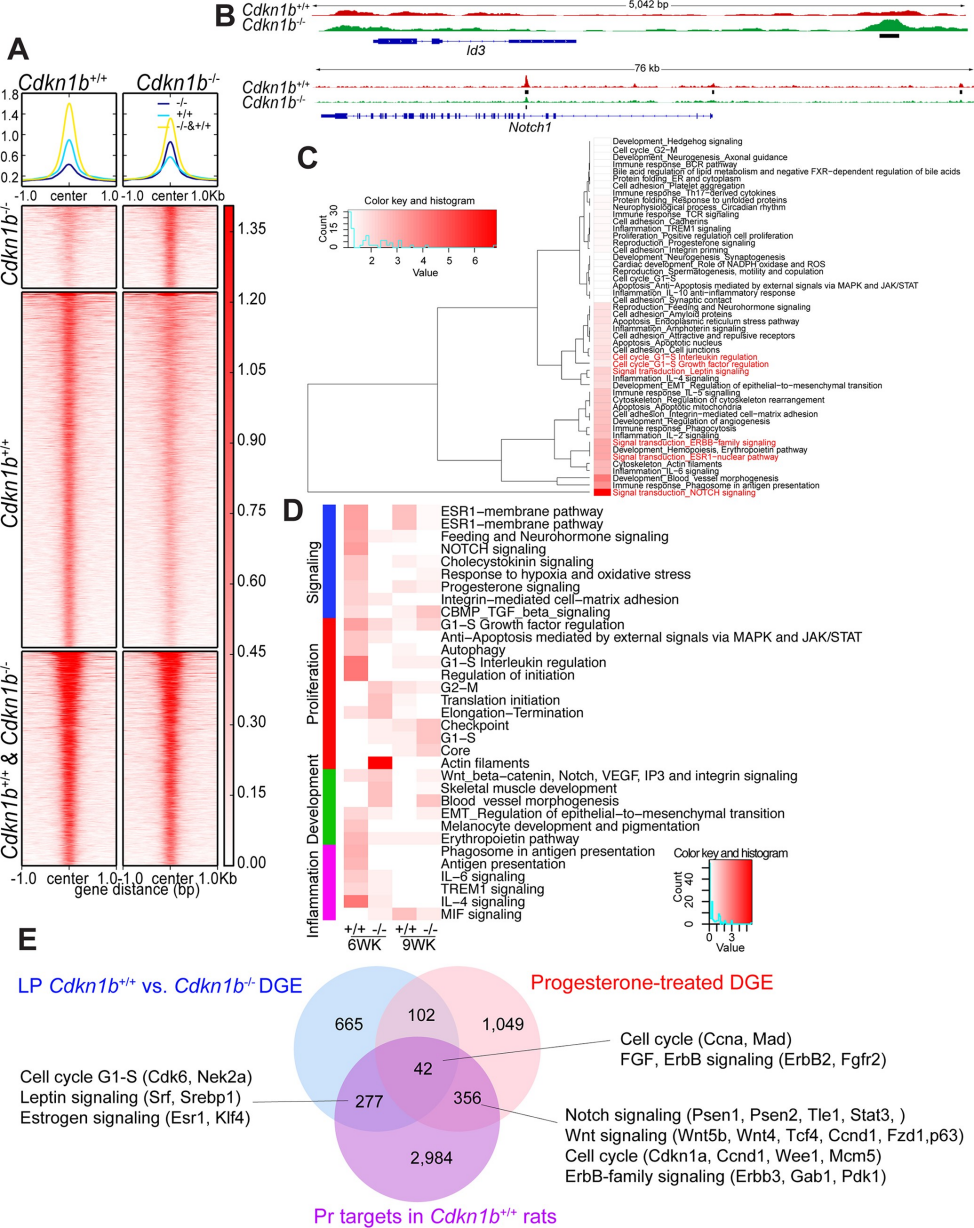
Genomic targets of Pr in mammary epithelial cells of 9-week-old *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ female rats. (A) Heatmap depicting Pr peaks common between or unique to *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ mammary glands. (B) Gene tracks depicting Pr signal at selected genomic loci in *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ mammary epithelial cells. Black bars indicate peak location. (C) Process networks enriched in genes associated with Pr peaks common between *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. (D) Process networks enriched in genes differentially expressed in 6 or 9-week-old rats and associated with Pr peak in *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. (E) Venn diagram depicting overlap between genes differentially expressed (DGE) in luminal progenitors (LP) of *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats, acute progesterone treatment in ovariectomized mice, and direct Pr targets in *Cdkn1b*^*+/+*^ rats.

To investigate if differences in Pr chromatin binding could explain some of the differences in luminal gene expression profiles, we integrated our Pr ChIP-seq data with differentially expressed gene lists. Consistent with the known role of progesterone in progenitor cell proliferation and differentiation, many Pr targets unique to *Cdkn1b*^+/+^ cells and differentially expressed between *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ cells in 9 week-old rats were enriched cell cycle-related genes (e.g., Nek2A, Cyclin A, Cyclin D1, Bub3) and BMP/TGFβ signaling (e.g., Smad6, Smad7, Gli-3) (**Fig 4D** and **S1 Table**). In contrast, Pr targets unique to *Cdkn1b*^-/-^ cells and differentially expressed between *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ cells in 9 week-old rats were enriched in Erα (e.g., Pr, Srebp1) signaling. 

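In LP, 6 of these 7 genes had an unadjusted p under 0.05 by edgeR's quasi-likelihood test. None had an adjusted p under 0.05 over all genes by this test, while DESeq2's Wald test called 4 of the 7. *Bub3* had a log2 fold change of 0.92 in LP (standard error 0.28, adjusted p = 0.089 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 0.91 over all 16 libraries (standard error 0.20, adjusted p = 0.033 from the same edgeR test). In LP it was -0.98 for *Ccnd1*, 0.88 for *Smad7* and -0.65 for *Smad6*. The *Smad6* libraries overlapped through the second *Cdkn1b*-/- Cd49b+ library, with 14.9 CPM against 2.26 to 3.40 in the other *Cdkn1b*-/- and 6.19 to 11.9 in the *Cdkn1b*+/+ libraries. Without it the log2 fold change was -1.67 (adjusted p = 0.012 from the same edgeR test). Adjusted over the list alone, 6 of the 7 passed in LP, which is not independent evidence because the study chose the list on these samples. Among the peaks of the S3 Table that were held, *Ccna2* has a peak at its promoter on chromosome 2 from 123282372 to 123282774, with a fold enrichment of 5.64. *Gli3* has a peak in an intron on chromosome 17 from 52480005 to 52480245, with a fold enrichment of 9.28. The peak assigned to *Bub3* lies on chromosome 1 from 203624578 to 203624907, in an intergenic region 97889 bases from its start site. The nearest *Cdkn1b*-/- peak was 327 bases from the peak assigned to *Smad7* and 1031736 bases from that of *Gli3*. The share of Pr targets among the LP genes was not analysed here.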

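*Srebf1*, which encodes Srebp1, had 836.1 ± 183.5 normalized CPM (SD, n = 4) in *Cdkn1b*-/- and 433.9 ± 202.1 (SD, n = 4) in *Cdkn1b*+/+ LP, with overlapping libraries and a log2 fold change of 0.95 (standard error 0.33, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all 16 libraries, fitted without a term for population, its log2 fold change was 0.88 (standard error 0.49, adjusted p = 0.50 from the same edgeR test). That of *Pgr* was -0.76 (standard error 0.57, adjusted p = 0.67 from the same edgeR test). The genes assigned to peaks unique to *Cdkn1b*-/- cells were not analysed here.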

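Of 15 tested genes that the paper links to Pr peaks at this age, 0 had an adjusted p under 0.05 in basal or luminal cells of 6 weeks by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 4 in basal and 11 in luminal cells. Adjusted over the list alone 0 passed in basal and 11 in luminal cells, which is not independent evidence because the study chose the list on these samples. In luminal cells the log2 fold change was -1.89 for *Rock2* (standard error 0.46), -2.06 for *Wee1*, -1.65 for *Utrn* (utrophin), -3.02 for *Flnc* (filamin C), -1.39 for *Tpm1* and -1.35 for *Ccng1*. It was 1.61 for *Gsn* (gelsolin) and 2.03 for *Plpp3*. The direction in basal cells was not that of luminal cells for every gene, with 0.42 for *Wee1*, 1.04 for *Utrn* and 0.40 for *Tpm1*. Leaving out 1 library brought *Wee1* in basal cells to -0.14. The *Aurkb* peak of *Cdkn1b*+/+ cells lies at its promoter on chromosome 10 from 55626512 to 55626730, with a fold enrichment of 6.30, and the nearest *Cdkn1b*-/- peak is 4107 bases away.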

Linking Pr targets to genes differentially expressed in 6 week-old animals showed similar results with *Cdkn1b*^+/+^ unique targets enriched in cell cycle (e.g., Bub3, Aurora-B, Cyclin G1, Wee1) and cytoskeleton/muscle differentiation (e.g., Rock2, gelsolin, utrophin, tropomyosin, smooth muscle myosin, filamin C), while *Cdkn1b*^-/-^ unique Pr peaks were enriched in Notch (e.g., GSK3 beta, MAGP2, PI3K reg class IA) and neurohormone (e.g., PPAP2, Lpp3, Ghr) signaling (**Fig 4D** and **S2 Table**).

We also analyzed overlaps between Pr targets and genes induced by acute progesterone treatment or differentially expressed in luminal progenitors of *Cdkn1b*^-/-^ rats to determine to what degree Pr may directly regulate these expression changes. Genes overlapping among all three groups were enriched in networks related to cell cycle and Fgf and ErbB signaling (**Fig 4E**) emphasizing the role of these signaling pathways in the perturbed mammary gland phenotype in *Cdkn1b*^-/-^ rats. Consistent with the known role of Pr, progesterone-induced genes that are also direct Pr targets were enriched in Notch, ErbB family, and Wnt signaling. These results imply that a subset of phenotypic alterations in p27 deficient mammary epithelium is due to alterations in Pr signaling, including altered Pr chromatin binding.

## Discussion

p27 is a cyclin-dependent kinase inhibitor and an important negative regulator of cell proliferation suggesting that it may function as a tumor suppressor [39]. However, the role of p27 in tumorigenesis has been controversial and complex [40, 41]. *Cdkn1b* is not frequently mutated in treatment-naïve human cancers [41] and its homozygous deletion in mice did not lead to malignant growth [18, 23]. However, germline mutations in *Cdkn1b* cause a MEN (multiple endocrine neoplasia) syndrome in humans and rats characterized by pituitary and parathyroid tumors [42]. Furthermore, studies using chemical carcinogens and γ-radiation demonstrated that both heterozygous and complete lack of p27 enhanced tumor development in multiple organs implying that p27 may function as a haplo-insufficient tumor suppressor [43]. Correlating with this, genetic crosses of *Cdkn1b*^*+/-*^ and *Cdkn1b*^*-/-*^ mice with mammary (MMTV-neu) [44] and prostate (Nkx3.1and Pten deficient) [45] tumor models also demonstrated a dosage sensitive effects as *Cdkn1b*^*+/-*^ crosses increased tumorigenesis, while complete deletion of p27 decreased it. Other studies suggested that p27 may have both cell-autonomous and cell-nonautonomous functions and some of this can be independent of its role in cell proliferation [46, 47].

p27 protein levels are prognostic in breast and other cancer types [40]. In breast cancer, lower p27 protein levels are associated with worse overall and disease-free survival in patients with estrogen-receptor positive (ER^+^) tumors [48]. Besides its role in established tumors, p27 may also influence cancer risk potentially via its effects on regulating body size and progenitor cell functions [49]. In line with this we have previously described that p27 may identify hormone-responsive progenitors with proliferative potential in normal human breast tissues, thus, it could potentially be used for risk prediction [3]. Indeed, our prior data in women demonstrated that high Ki67^+^/low p27^+^ and high Ki67^+^/low ER^+^ cell frequencies were significantly associated with a 5-fold higher risk of breast cancer compared to low Ki67^+^/low p27^+^ and low Ki67^+^/low ER^+^ cell frequencies, respectively, among premenopausal women (Ki67/p27: OR = 5.08, 95% CI = 1.43–18.1; Ki67/ER: OR = 4.68, 95% CI = 1.63–13.5) [50]. Thus, *CDKN1B*/p27 may impact both breast cancer risk and disease progression by regulating the proliferation of hormone-responsive progenitors.

In this study we analyzed the role of p27 in mammary gland development by deleting *Cdkn1b* in the ACI rat strain. The rational for generating a *Cdkn1b* knockout in rats was in part due to the closer relatedness of estrogen-dependent mammary tumors in rats to human breast cancers [14] and that germline mutations of *Cdkn1b* cause MEN syndrome in rats [42]. The phenotype of *Cdkn1b*^-/-^ rats showed similarities to that of *Cdkn1b*^-/-^ mice including increased body and organ size with normal morphology and pituitary tumors [18, 23]. However, an important difference is the reduced but not completely absent fertility in female *Cdkn1b*^-/-^ ACI rats compared to female *Cdkn1b*^-/-^ mice that enabled us to analyze mammary gland development in intact rats in contrast to the mammary transplant studies conducted in mice [21, 22]. We found that the mammary glands of prepubertal *Cdkn1b*^-/-^ female rats are essentially indistinguishable from wild type in terms of size, ductal branching, and relative fraction of progenitor and differentiated cells. However, after puberty the mammary epithelium undergoes pregnancy/lactation related changes characterized by extensive proliferation and increase in the total numbers of mammary epithelial cells and milk production. These morphologic changes were accompanied by significant loss of hormone-responsive Pr^+^ and Foxa1^+^ cells. Assessing systemic hormone levels and fat pad transplantation studies demonstrated that the observed alterations are not due to the intrinsic properties of *Cdkn1b*^-/-^ mammary epithelial cells, but caused by the perturbed endocrine environment possibly triggered by pituitary adenomas and hyperplasia. However, our gene expression and Pr chromatin binding pattern profiling by RNA-seq and ChIP-seq, respectively, also suggest changes in the molecular profiles of hormone sensitive cells. Importantly, we detected the most significant differences between *Cdkn1b*^-/-^ and *Cdkn1b*^+/+^ rats in luminal progenitors that demonstrated increased activation of pathways and networks related to cell proliferation, but decreased activity of hormone receptor (e.g., estrogen and progesterone) signaling pathways.

We also analyzed the expression of p27 in E2-induced mammary tumor susceptible ACI and resistant BN strains before and after three weeks of E2 treatment. Interestingly the relative frequency of p27^+^ mammary epithelial cells was significantly higher in untreated ACI compared to BN rats and ACI rats also showed a more obvious increase in proliferation after E2 treatment. These data are in line with our observations in human where we found that women with higher risk of breast cancer (e.g., nulliparous women and *BRCA1/2* mutation carriers) have higher fraction of p27^+^ mammary epithelial cells and also higher fraction of Ki67^+^ proliferative cells [3]. It would be interesting to test in the future whether deletion of p27 affects E2-induced mammary tumor development in ACI and BN rat strains.

In summary, our data demonstrate the power of using genetically engineered rats to study regulators of mammary gland development and breast cancer risk. The ACI rat model particularly could be useful for the functional characterization of genes that influence breast cancer risk due to its susceptibility to estrogen-induced mammary tumors. Our data in *Cdkn1b* knock out ACI rat support a role for p27 as a key regulator of quiescent hormone-responsive luminal progenitors associated with breast cancer risk.

## Materials and methods

### Animal breeding and tissue harvest

All animals were housed and maintained in an AAALAC-approved facility. All animal experiments were approved by the MUSC Institutional Animal Care & Use Committee (IACUC). Rat strains Sprague-Dawley (SD:Hsd; SD), ACI (ACI/Seg), and Brown Norway (BN) females were purchased from Harlan (Envigo). Mutations were generated on the outbred SD genetic background and introgressed onto the ACI inbred genetic background for six generations. As the mutations have been maintained by backcrossing to the ACI inbred genetic background for more than 10 generations, the current, official nomenclature of these congenic rats is ACI.SD-*Cdkn1b*^em1MUSC^ and ACI.SD-*Cdkn1b*^em4MUSC^. To obtain well-controlled cohorts of *Cdkn1b*^+/+^ and *Cdkn1b*^-/-^ rats, we set up heterozygosity crosses at the N1 (early) and N6 (late) backcross generations and selected the desired homozygous (+/+ and -/-) females by genotyping. At 4 or 9 weeks of age, we harvest (lymph node-excised) inguinal/abdominal and all thoracic mammary glands for cellular/molecular analysis. We saved a small section of the inguinal/abdominal mammary gland for histological analysis. These samples were formalin-fixed, paraffin-embedded and processed into histological slides. Another section of the mammary tissue was flash frozen for future molecular analysis. From the remaining fresh tissue (inguinal/abdominal + thoracic) single cell suspensions for FACS analysis were generated as described below. For estrogen treatment of ACI and BN rats silastic^TM^ tubing implants empty or containing 27.5 mg of E2 (Millipore-Sigma), were made and placed surgically into the interscapular region of 9-week-old ACI and BN rats; these implants release hormone continuously for 3 weeks [30].

### Rat germline gene editing using CRISPR-Cas9

The CRISPR-Cas9 technology was implemented following previously established protocols [27]. A sgRNA (5’-GAGTCGAAATTCCACTTGCGC- 3’) was designed to target the protein coding region of Exon 2 of the rat *Cdkn1b* gene. The sgRNA was cloned into the pX330 vector (Addgene) using previously described protocols [51]. In the first microinjection session, this vector was injected at a concentration of 5 ng/μl into the cytoplasm of SD rat zygotes. For a second microinjection session, the sgRNA was prepared by *in vitro* transcription using the Megashortscript T7 kit (Ambion) from template DNA amplified with PCR primers that included the T7 promoter sequence. Purified sgRNA was co-injected with *Cas9* mRNA (Trilink BioTechnologies) into the zygotic cytoplasm at respective concentrations of 200 ng/μl and 500 ng/μl. All microinjections were performed at the MUSC Transgenic and Gene Function Core by following Institutional and IACUC-approved animal research protocols. Genotyping was performed using the following primer combinations to detect *Cdkn1b*^*+/+*^ (WT) and *Cdkn1b*^*-/-*^ (KO) alleles, respectively: WT: 5’-CGGGGAGGAAGATGTCAAA-3’ and 5’-TGGACACTGCTCCGCTAAC-3’, KO: 5’-TGCCGAGATATGGAACAAGC-3’ and 5'-TGGACACTGCTCCGCTAAC-3’.

### Mammary fat pad transplantation

A mammary gland transplantation assay was done essentially as previously published [33]. *Cdkn1b*^*+/-*^ rats of the N6 backcross population (DEL-32 or DEL-65) were intercrossed to obtain *Cdkn1b+/+* and *Cdkn1b-/-* groups. A total of 4 transplantation sessions were done. Donor females were 30–38 days of age, recipients were 30–60 days of age. Mammary organoids were prepared by dissociation of the mammary tissue using Type III Collagenase digestion (Worthington), as previously described [33]. A total of 225K-335K cells, but the same amount for *Cdkn1b*^*+/+*^ (WT) or *Cdkn1b*^*-/-*^ (KO) in a 50% brain homogenate (derived from *Cdkn1b*^*+/+*^ donor) were grafted at either side of the interscapular fat pad. Six to ten weeks after surgery, outgrowth was examined by whole mount analysis of the interscapular white fat pad and compared to a whole mount of the endogenous mammary gland. The whole mount slides were photographed using a digital camera. The outgrowth presence data were analyzed as a binary response by logistic regression. The four transplant groups (WT:WT; WT:KO; KO:WT; KO:KO) form a 2 × 2 factorial design with donor and recipient genotypes as the main effects. Standard logistic regression with two main effects and an interaction term was done to the binary response data.

### Serum hormone measurement

*Cdkn1b*^*+/-*^ rats of the N6 backcross population (DEL-32 or DEL-65) were intercrossed to obtain *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ groups. The stage of menstrual cycle was determined by vaginal lavage. Only rats in diestrus or metestrus stage were sacrificed. Blood was collected by cardiac puncture (4-5ml) and centrifuged at 2,500 RPM for 5 minutes, then kept on ice for 90 minutes. After removal of the fibrin clot, serum was transferred two times and centrifuged at 1,200 x g for 5 minutes. The final serum was incubated at 56°C for 30 minutes to deactivate complement and aliquots stored at -80°C. Serum ELISA was performed using undiluted serum and according to manufacturer instructions for Estradiol (Cayman Chemical #582251), Follicle Stimulating Hormone (MyBioSource MBS720215S and Luteinizing Hormone (MyBioSource MBS700807). Serum from wildtype and knockout rats was diluted 1:2 and 1:4, respectively, to obtain readings within the limits of detection for Prolactin measurement (CusaBio CSB-E06881r). Significance was determined using Student’s t-test.

### Mammary epithelial cell purification and FACS

Mammary glands from female *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ groups (both N1xN1 and N6xN6) were harvested and dissociated as described [5, 30]. Single cell suspensions were blocked in PBE (PBS with 0.5%BSA, and 2 mM EDTA) and stained at 4°C for 30 minutes with antibodies: CD24-PE (HIS50, BD), CD29-PE/CY7 (HMbeta1-1, AbD Serotec), CD31-APC (TLD-3A12, AbD Serotec), CD45-V450 (OX-1, BD), CD49b-PerCP/Cy5.5 (HMalpha2, Biolegend) and Peanut Lectin(PNA)-FITC (Sigma). Cells were analyzed and sorted using BD FACSAria II SORP UV (Becton Dickinson).

### Whole mount, histology, and multicolor immunofluorescence analyses

Mammary glands from female *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ groups (both N1xN1 and N6xN6) were harvested and whole mounts were generated as described previously [30]. The inguinal and abdominal mammary glands were collected, fixed, stained in carmine, dehydrated and cleared in xylene. Samples were imaged on a Nikon Ti/E inverted microscope using Nikon Elements software. Histology and multicolor immunofluorescence analyses were performed as described previously [3]. After heat-induced antigen retrieval in TRIS-EDTA buffer (pH 9), the samples were blocked with 5% goat serum PBS and stained with antibodies against Ki67 (BD550609, 1:50), Milk-specific proteins (Nordic-MUbio, RAM/MSP, 1:200), PR (ab16661, 1:100), FoxA1 (ab23738, 1:200) and phospho-Stat5 (AbCam ab194898, 1:250). Images from the stained sections were obtained by Nikon inverted widefield live-cell imaging system. The percentage of cells for each marker was estimated by counting positive cells and total cells per field from 4 to 6 randomly selected regions using ImageJ 1.45s software. Luminal ectasia was scored by measuring the percentage area of milk protein to mammary epithelium.

### Protein expression analysis

Protein lysates preparation and immunoblotting was performed as described previously [30]. Frozen mammary tissues were homogenized with PowerGen Handheld Homogenizer and lysed in RIPA buffer. Proteins were resolved in SDS-polyacrylamide gels (4–12%) and transferred to PVDF membranes by using a Tris-glycine buffer system. Membranes were incubated with 2.5% milk powder in 0.1% Tween20 in TBS (TBS-T) for 1 h at room temperature and incubated overnight at 4°C with primary antibodies: p27 (1:1,000, BD Biosciences cat#610241) and phospho-Stat5 (AbCam ab194898, 1:1,000) diluted in 2.5% milk TBS-T. The CRISPR-Cas9 generated deletion on the coding exon caused a frame-shift leading to premature stop codons at amino acid 47 (del32bp) and 39 (del65bp). HRP-conjugated goat anti-mouse IgG (Thermo Fisher #62–6520, 1:5,000) was used as secondary antibody. The membranes were developed with Immobilon substrate (EMD Millipore). All blots were also probed with an antibody to β-actin as reference. The p27 antibody used in this study was a mouse monoclonal antibody generated against the full-length mouse protein amino acids 1–197. According to consult with the manufacturer, the exact epitopes are unknown. If the deletions were successful, it is unlikely any protein will be detected, since the deletions are predicted to truncate p27 at amino acid 47 and 39, for DEL-32 and DEL-65 respectively. In addition, aberrant transcripts with premature stop codons are known to be subjected to nonsense-mediated decay, limiting expression of truncated protein products.

### RNA-seq

Total RNA was extracted using the RNeasy Mini Kit (Qiagen). The total RNA was measured by Agilent 2100 Bioanalyzer. RNA-seq libraries were prepared using Clontech Low Input mRNA Library (Clontech SMARTer) v4 kit from less than 10ng of purified total RNA according to the manufacturer’s protocol. The concentrations of finished dsDNA library were measured by Qubit Fluorometer, the size of library fragment was measured by Agilent TapeStation 2200, and RT-qPCR for adapted library molar concentration measurement according to manufacturer’s protocols. Uniquely indexed libraries were pooled in equimolar ratios and sequenced on an Illumina NextSeq500 with Single-End 75bp (SE75) reads by the Dana-Farber Cancer Institute Molecular Biology Core Facilities.

### ChIP-seq

Single cell suspensions were obtained from dissociated mammary organoids, 1 × 10^7^ cells were fixed with fixing buffer (50 mM HEPES-NaOH (pH 7.5), 100 mM NaCl, 1mM EDTA) containing 1% paraformaldehyde (Electron Microscopy Sciences, 15714) and crosslinked for 10 min at 37°C. Crosslinking was quenched by adding glycine to a final concentration of 0.125 M. The cells were washed with ice-cold PBS, harvested in PBS. The nuclear fraction was extracted by first resuspending the pellet in 1 ml of lysis buffer (50 mM HEPES-NaOH (pH 8.0), 140 mM NaCl, 1mM EDTA, 10% glycerol, 0.5% NP-40, and 0.25% Triton X-100) for 10 min at 4°C. Cells were pelleted, and washed in 1 ml of wash buffer (10 mM Tris-HCL (pH 8.0), 200 mM NaCl, 1 mM EDTA) for 10 min at 4°C. Cells were then pelleted and resuspended in 1 ml of shearing buffer (10 mM Tris-HCl (pH 8), 1 mM EDTA, 0.1% SDS) and sonicated in a Covaris sonicator. Lysate was centrifuged for 5 min at 14,000 rpm to purify the debris. Then 100 μl of 10% Triton X-100 and 30 μl of 5M NaCl were added. The sample was then incubated with 20 μl of Dynabeads Protein G (LifeTechnologies,10003D) for 1 h at 4°C. Anti-PR antibody (H-190, Santa Cruz, cat# sc-7208) were added to each tube and immunoprecipitation (IP) was conducted overnight in the cold room. Cross-linked complexes were precipitated with Dynabeads Protein G for 2 hr at 4°C. The beads were then washed in low salt wash buffer (20 mM Tris-HCl pH 8, 150 mM NaCl, 10 mM EDTA, and 1% SDS) for 5 min at 4°C, high salt wash buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, and 1% SDS) for 5 min at 4°C and LiCl wash buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, and 1% SDS) for 5 min at 4°C. DNA was eluted in elution buffer (100 mM sodium bicarbonate and 1% SDS). Cross-links were reversed overnight at 65°C. RNA and protein were digested with 0.2 mg ml−1 RNase A for 30 min at 37°C followed by 0.2 mg ml−1 Proteinase K for 1 h at 55°C. DNA was purified with phenol-chloroform extraction and isopropanol precipitation. ChIP-seq libraries were prepared using the Rubicon ThruPLEX DNA-seq Kit from 1 ng of purified ChIP DNA or input DNA according to the manufacturer’s protocol.

### RNA-seq and ChIP-seq data analyses

Raw RNA-seq datasets were aligned to rat reference rn6 genome using the STAR RNA-Seq aligner (version STAR_2.5.1b) as described previously [52]. The read counts for individual genes were generated using the htseq-count script of the HTSeq framework (version 0.6.1p1) [53] and the rn6 refGene annotation file available at the UCSC Genome Browser. Differentially expressed genes are identified by using DEseq2 [54] with cutoff of p-value < 0.05 and log2fold change > 1, ranked by the statistics. PCA and heatmap visualizations were generated using R software. ChiLin pipeline 2.0.0 [55] was used for QC and raw ChIP-seq data were aligned to rat genome rn6 by Burrows-Wheeler Aligner [56]. MACS2 [57] was used for peak calling and Deeptools [58] was used for generating heatmap plots. Process networks and pathway analyses were performed using Metacore (Thomson Reuters). Gene expression counts from RNA-seq for lactating versus pregnant mouse mammary gland [36] were obtained from series GSE60450. Differentially expressed genes were identified by using DEseq2 [54] with cutoff of p-value < 0.05 and log2fold change > 1. Differentially expressed genes from ovariectomized mice treated with progesterone for 4, 16, 28, and 76 hours were gathered from the supplementary information from Fernandez-Valdivia et al. [37]. For comparison with rat, mouse genes were mapped to rat homolog-associated gene names using the biomaRt R package.

### Statistical analyses

Statistical analyses of *in vitro* and *in vivo* experiments were performed using GraphPad Prism software, using statistical tests indicated in figure legends.

## Supporting information

S1 Fig Deletion of *Cdkn1b* in ACI rats and characterization of p27 knockout rats. (A) UCSC Genome Browser-based plot of exon 2 of the rat *Cdkn1b* gene. The image shows the blat result of the 32bp (DEL-32) and 65bp (DEL-65) deletion mutations in exon 2 (first coding exon), as determined by sequencing of the mutations. (B) Predicted translation of the WT (*Cdkn1b*^*+/+*^) and DEL-32 or DEL-65 (*Cdkn1b*^*-/-*^) rat p27 protein. While the wild type p27 protein has 198 amino acids, the DEL-32 and DEL-65 p27 is predicted to be truncated at amino acid 47 and 39, respectively, and to have a premature stop codon. (C) Genotyping result for 4 (out of 18) progeny of an N1xN1 intercross of heterozygous 32bp deletion carriers. PCR using F1+R1 primers can discriminate between wild type (+/+), heterozygous (+/-), and knockout (-/-). The PCR using primer F2 (located within the deleted interval) verifies absence of exon 2 in the homozygous knockout. (D) Western blot result for protein lysates of the mammary gland, spleen, and thymus from WT and KO (DEL-32), which verifies the lack of full length p27 protein in KO female rats. (E) Average offspring per nest showing genotype ratios in litters from *Cdkn1b+/-* x *Cdkn1b+/-* crosses at early (N1xN1) and later (N6xN6) generations. (F) Measurement of body and organ weights of *Cdkn1b*^*+/+*^ (+/+) and *Cdkn1b*^*-/-*^ (-/-) females at 4–6 weeks (4-6w) and 8+ weeks (8+w, range 8–16) of age. (G) Histology of the indicated organs from 9–10 weeks old *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ females (DEL-32). Scale bars are 100 μM.
(TIF) Click here for additional data file.

S2 Fig Mammary glands at different developmental stages. (A) Comparison of mammary glands of *Cdkn1b*^*-/-*^ rats to parental ACI strain at different developmental stages and to BN rats. Hematoxyline-eosine (H&E) staining, immunofluorescence for Sma, Ki67, milk protein, Pr, Foxa1, pStat5 using mammary glands from ACI females at pregnant G11.5, lactation D9, involution D4, and ACI and BN females after 3 weeks of estrogen (E2) treatment, together with *Cdkn1b*^*-/-*^ (DEL-32) rats. Scale bars are 100 μM. (B) Representative FACS analysis profiles of mammary glands from 9-week-old *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ females. (C) Whole mounts, H&E, and SMA staining of inguinal/abdominal mammary glands of 4-week-old *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ females. Scale bars are 5mm (whole mount) and 75 μM (H&E). (D) Representative FACS analysis of mammary glands from 4-week-old *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ females. (E) Frequency of the indicated cell populations in mammary glands of 4-week-old female *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. Error bars represent ±SD. Statistical significance determined using Welch two sample t test of arcsin transformed values. (F) Frequency of the indicated cell populations in mammary glands of 6-week-old female *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ rats. Error bars represent ±SD. Statistical significance determined using Welch two sample t test of arcsin transformed values.
(TIF) Click here for additional data file.

S3 Fig Gene expression profiles. Spearman correlation between the indicated RNA-seq samples from 9-week-old rats using DESeq2 normalized counts of differentially expressed genes.
(TIF) Click here for additional data file.

S4 Fig Genomic targets of the progesterone receptor. (A) Numbers of total, mapped, and uniquely mapped reads of Pr ChIP-seq data. (B) Numbers of total peaks, peaks 10 and 20-fold above background in Pr ChIP-seq data. (C) Top motifs enriched in Pr ChIP-seq peaks in mammary epithelium of *Cdkn1b*^*+/+*^ rats. (D) Venn diagram depicting numbers of unique and overlapping Pr peaks between *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ mammary glands. (E) Genomic location of Pr peaks in *Cdkn1b*^*+/+*^ and *Cdkn1b*^*-/-*^ mammary glands.
(TIF) Click here for additional data file.

S1 Table List of genes differentially expressed in mammary epithelial cells from 9-week-old *Cdkn1b^+/+^* and *Cdkn1b^-/-^* rats. Cell type in which the gene is differentially expressed and whether the gene is a Pr target or not are indicated.
(XLSX) Click here for additional data file.

S2 Table List of genes differentially expressed in mammary epithelial cells from 6-week-old *Cdkn1b^+/+^* and *Cdkn1b^-/-^* rats. Cell type in which the gene is differentially expressed and whether the gene is a Pr target or not are indicated.
(XLSX) Click here for additional data file.

S3 Table List of genes associated with Pr peaks in *Cdkn1b^+/+^* or *Cdkn1b^-/-^* rats. Cell type in which the gene is differentially expressed and whether the gene is a Pr target or not are indicated.
(XLSX) Click here for additional data file.

S4 Table Raw data. List of raw numeric data counts (e.g., weights, immunofluorescence, FACS) corresponding to figures in the manuscript.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

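RNA was sequenced from sorted mammary cells of *Cdkn1b*+/+ and *Cdkn1b*-/- ACI rats of 9 weeks (16 libraries) and of rats labelled 4 weeks (11 libraries) and 6 weeks (9 libraries), and from sorted basal and luminal cells of control and E2-treated ACI and BN rats (12 libraries). Pr binding was measured by ChIP-seq in 1 library of each genotype. According to the authors, the gene counts were made from single-end reads of low-input SMARTer libraries, aligned to rn6 with STAR and counted with htseq-count on the refGene annotation, and the counts are not normalized. The authors called the peaks with MACS2 on reads aligned to rn6 with BWA. As deposited, each peak has a score that is an integer made from its q-value, a fold enrichment over background, and a -log10 p and -log10 q, without further normalization.

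Counts per library lay between 21545344 and 33859550 at 9 weeks, 14674040 and 23045345 at 4 weeks, 7985619 and 16390460 at 6 weeks, and 13659389 and 25280421 in the E2 experiment. Sequencing depth limits genes with few counts, and the number of libraries per group, from 1 to 4, limits the rest. The depth of the ChIP libraries is unknown here. Pairs of libraries of one group were checked for duplicates, and none was found in 28 pairs.

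Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with bedtools 2.31.1. Genes with low counts were removed with edgeR's filterByExpr by group, and counts were normalized by TMM. Genotypes, strains and treatments were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. All 16 libraries of 9 weeks were fitted together with a group for each genotype of basal cells, mature luminal cells and LP, where LP takes PNA+ and Cd49b+ libraries together. The S1 Table gives a gene the same mean count under each of these populations, which is why they share a fit. PNA+ and Cd49b+ cells were compared in a fit of the 8 LP libraries, and all sorted cells in a fit with genotype alone. Each of the younger ages was fitted by itself. In the E2 experiment, strain was compared with treatment as a term and treatment with strain as a term, within each cell type. The tests were tried on simulated data in which 200 genes changed by a log2 of 2.

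Genes named are those the paper names for a comparison, *Cdkn1b*, and in each comparison up to 3 genes per direction with the largest change among those with an adjusted p under 0.05, a mean log2 CPM above 2 and groups that do not overlap. Gene sets were tested with limma's camera with a preset correlation of 0.01. The 13 sets are the S and G2M phase lists of Seurat and hand-written lists of milk, hormone-sensing luminal, basal, luminal, endothelial, fibroblast, Schwann cell, lymphoid, myeloid, adipocyte and heat shock genes. Sets of ribosomal protein, Nrf2 target and immediate early genes were added later. Distances used log2 CPM with a prior count of 2. The overlap of gene lists was tested with Fisher's exact test, two-sided, over the genes tested in both comparisons. Peaks counted as common when they overlapped by at least 1 base.

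The comparisons, the rule for named genes, the 13 sets and most alternatives were fixed before the data were examined, with the authors' supplementary tables already seen. These alternatives were RLE normalization, no filter on low counts, at least 10 counts in every library, DESeq2's Wald test, an absolute log2 fold change above 1, the compared libraries alone, replicate numbers as a block, summed libraries, leaving out each library, fry in place of camera, and other rules for the overlap of peaks. A fit of 4 and 6 weeks together, DESeq2 on the compared libraries alone, DESeq2 with shrunken fold changes, camera with an estimated correlation and peaks with a fold of at least 10 were added afterwards.

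Metacore enrichment, the overlap with mouse data sets and the share of Pr targets among differentially expressed genes were not analysed here. Values of some single genes are not reported here. RefSeq gene positions were used to find neighbouring genes and genes near *Cdkn1b* and the RT1 genes.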

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

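The tests chosen only after their results were seen are those of *Wap* and luminal cells in basal libraries, of fibroblasts and endothelial cells at 6 weeks, of Schwann cells, of cells of other types in basal libraries of 9 weeks, of S phase genes, of the Cd49b+ library set apart and of Nrf2 target genes beside heat shock genes, together with the estimated correlation of camera.

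Depth measures, marker sets and named genes were searched for a library far from the others in the 4 *Cdkn1b*-/- and in the 4 *Cdkn1b*+/+ LP libraries, the only groups large enough. Of 110 such searches 3 found one, all in *Cdkn1b*-/- LP, where chance gives about 1 in 20, or 5.5. The share of tallied entries on no gene was 14.1% in the first Cd49b+ library. In the second Cd49b+ library, *Fgfr2* had 53.4 CPM (26.8 in the nearest *Cdkn1b*-/- LP library) and *Smad6* 14.9 CPM (nearest 3.40). The *Cdkn1b*-/- PNA+ library of the same number had 22.3 and 3.07 CPM, so the 2 fractions of this number do not share these values. The tables argue against a mislabelled *Cdkn1b*+/+ library as the cause of the 2 genes, since this library had 2.38 CPM of *Cdkn1b* and the lowest *Cdkn1b*+/+ library of 9 weeks had 6.15. A difference in library size is argued against too. Its total count was 26790552, against 27877546 in the next *Cdkn1b*-/- LP library and a range of 22619330 to 33859550 over the other LP libraries of both genotypes. In the same library basal markers had a mean log2 CPM of 7.37 (4.94 in the nearest *Cdkn1b*-/- LP library), endothelial genes 6.34 (nearest 4.83), luminal markers 8.57 (nearest 9.13) and milk genes 9.90 (nearest 10.8), none of them far enough from the others to be counted above. Cells of other types in this library stay open, and the number of libraries found is under what chance gives.

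The effect of genotype differed between LP and basal cells of 9 weeks for several sets by camera, with a median log2 difference of -1.04 for endothelial genes (17 of 17 genes), -1.73 for fibroblast genes (13 of 13 genes), 1.00 for S phase genes (32 of 37 genes) and -0.42 for ribosomal protein genes (75 of 76 genes). By fry, 0 of the 16 sets passed, with a lowest adjusted p of 0.318, while 11 passed by camera, with p-values of differences between populations adjusted over the 3 differences tested together. Marker sets of all 6 other cell types had a median above 0 in *Cdkn1b*-/- basal cells, which is consistent with cells of other types in unequal shares among the sorted basal cells. They would not account for LP, where fibroblast genes had a median log2 fold change of -0.99 (12 of 13 genes lower) and endothelial genes of -0.65 (16 of 17 genes lower), and this part stays open. Abundant fibroblast and endothelial genes overlapped between genotypes. *Col1a1* had 889 and 616 CPM in the *Cdkn1b*-/- and 133 and 842 in the *Cdkn1b*+/+ basal libraries, and *Pecam1* 31.7 and 26.7 against 18.3 and 31.6. Of the lists, 17 of 19 endothelial and 13 of 16 fibroblast genes were expressed in these cells. For S phase genes, 1 library may decide the direction in basal cells. The lowest *Cdkn1b*+/+ minus the highest *Cdkn1b*-/- mean log2 CPM was -0.59, with 4.21 and 2.46 in the *Cdkn1b*+/+ and 2.83 and 3.05 in the *Cdkn1b*-/- basal libraries. The first *Cdkn1b*+/+ library was also the higher one in mature luminal (3.73 and 2.55), PNA+ (3.71 and 2.43) and Cd49b+ cells (3.74 and 2.52). No explanation was tested for the ribosomal protein genes at this age, and an effect of genotype stays open for each of the sets.

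In luminal minus basal cells of 6 weeks, the median log2 difference was 2.14 for ribosomal protein genes. In luminal cells the set had a median log2 fold change of 1.89, and in basal cells of -0.27 (58 of 74 genes lower, camera adjusted p = 0.0168, fry adjusted p = 0.864). RNA content or handling of the *Cdkn1b*-/- samples cannot be told apart from an effect of genotype, because the value in basal cells lies within the spread between libraries. The mean log2 CPM of the set was 8.88 in the *Cdkn1b*-/- luminal library labelled LM and 7.15 in that labelled RU, against 6.16 and 7.03 in the *Cdkn1b*+/+ libraries. Without the library labelled LM the difference rests on a single library. *Cdkn1b* had 35.1 CPM in the library labelled LM, within the 31.3 to 40.9 CPM of the *Cdkn1b*+/+ luminal libraries, and 10.5 CPM in that labelled RU. In the library labelled LM 9241 genes were detected, against 10956 to 12761 in the other luminal libraries of this age. The label, the quality and the handling of the library labelled LM stay open beside an effect of genotype.

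In basal cells of 9 weeks, which the paper does not discuss for milk genes, this set had a median log2 fold change of 1.24 (15 of 15 genes). Luminal cells or their RNA among the sorted basal cells are consistent with the level of *Wap*, which was 24.7% of that in *Cdkn1b*-/- LP. Luminal marker genes, of which 9 of 10 are expressed, stood at up to 57.3% with a median of 20.4% in *Cdkn1b*-/- and of 15.9% in *Cdkn1b*+/+ cells. Among them, *Krt18* had 564 and 815 CPM in the *Cdkn1b*-/- and 296 and 527 CPM in the *Cdkn1b*+/+ basal libraries. *Wap*, *Csn2* and *Csn3* of the milk list are genes the paper names in luminal cells. Expression of milk genes by basal cells themselves stays open.

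In mature luminal cells, which the paper does not discuss for heat shock genes, this set had a median log2 fold change of -0.91, with a mean log2 CPM of 9.77 and 9.79 in *Cdkn1b*+/+ and 8.65 and 8.89 in *Cdkn1b*-/- libraries. Immediate early genes were also lower there, with a median of -0.43 (14 of 18 genes, camera adjusted p = 0.000156, fry adjusted p = 0.068). Nrf2 target genes were higher there, with a median of 0.44 (17 of 19 genes, camera adjusted p = 0.00227, fry adjusted p = 0.054). Since these sets go opposite ways, stress of the *Cdkn1b*+/+ cells during dissociation or sorting cannot be told apart from an effect of genotype. In LP the immediate early set had a median of -0.29 (13 of 18 genes). The list shares *Egr2* with the Schwann cell list.

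Nrf2 target genes had a median log2 fold change of 0.38 in LP (15 of 19 genes). No technical or biological explanation was tested for it.

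In basal cells of 6 weeks, Schwann cell genes had a median log2 fold change of 3.08 (15 of 15 genes, of 16 listed). Schwann cells among the sorted basal cells cannot be told apart from an effect of genotype, because the test made (camera adjusted p = 1.95e-08) is of this same set. *S100b* of this list had 212 and 146 CPM in the *Cdkn1b*-/- libraries and 12.2, 6.37 and 4.61 in the *Cdkn1b*+/+ libraries. In luminal cells of 6 weeks, endothelial genes had a median of 7.46, fitted against *Cdkn1b*+/+ libraries with few or no counts. *Pecam1* had 188 and 50.0 CPM in *Cdkn1b*-/- and 0.176 and 5.11 in *Cdkn1b*+/+ libraries. Fibroblasts or endothelial cells among the sorted luminal cells may account for the extracellular matrix genes there (camera adjusted p = 0.000731 for fibroblast genes and 7.29e-14 for endothelial genes). Of the 12 fibroblast genes tested, *Col1a1*, *Dcn* and *Lum* are among the genes the paper names. Whether such cells differ with genotype or with the sorting of these libraries stays open.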

How the results depend on the processing

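The fit of 4 and 6 weeks together, DESeq2 on the compared libraries alone, DESeq2 with shrunken fold changes, camera with an estimated correlation and peaks with a fold of at least 10 were chosen only after the results were seen.

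With DESeq2's Wald test, the counts of genes past the threshold were 162 in basal cells, 160 in mature luminal cells, 1079 in LP, 533 in all sorted cells, 375 in PNA+ and 101 in Cd49b+ cells of 9 weeks, and 75 for the difference between LP and basal cells. They were 2 in basal cells of 4 weeks, 422 in basal and 1423 in luminal cells of 6 weeks, 486 in luminal and 26 in basal cells between ACI and BN, and 184 in luminal and 123 in basal cells for E2, and the overlap of LP genes with strain genes was 75. With no filter on low counts they were 14 in PNA+ and 9 in Cd49b+ cells, 8 in basal and 54 in luminal cells of 6 weeks and 1 between ACI and BN luminal cells. With at least 10 counts in every library, so that fewer genes were tested, 17 genes passed in basal and 69 in luminal cells of 6 weeks. With the compared libraries alone, the counts were 1 in basal cells, 0 in mature luminal cells (down from 17) and 7 in PNA+ cells of 9 weeks, and 1 in basal cells of 6 weeks. With the replicate numbers as a replicate block they were 14 in basal cells, 42 in mature luminal cells and 671 in LP. The numbers do not pair *Cdkn1b*+/+ with *Cdkn1b*-/- rats. Residuals of the same population and number correlated between genotypes with an r between -0.30 and 0.0014. With fewer samples by construction, 2 libraries per genotype gave a median of 7 genes in LP and summed libraries 5 in LP and 0 in all sorted cells, while population as a term gave 1054 in all sorted cells. Leaving out 1 library at a time gave from 157 to 1209 genes in LP, with 1209 without the second *Cdkn1b*-/- Cd49b+ library. Apart from fewer samples or genes, the cause was not tested.

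In a fit of 4 and 6 weeks together, DESeq2 gave 5 genes in basal and 3 in luminal cells of 4 weeks and 1186 and 2775 at 6 weeks, and edgeR gave 217 and 1103 at 6 weeks. DESeq2 on the compared libraries alone gave 452 genes in PNA+ cells, 821 in basal and 562 in luminal cells of 6 weeks. Of 34 gene set calls by camera, 7 held with fry and 1 with an estimated correlation. With equal numbers of top-scoring peaks, 1156 peaks were found in *Cdkn1b*+/+ and 1146 in *Cdkn1b*-/- cells only. With a fold of at least 10, 335 *Cdkn1b*+/+ peaks were common, 576 were found in *Cdkn1b*+/+ and 141 in *Cdkn1b*-/- cells only. In both settings, a peak whose partner was cut from the other list counts as found in 1 genotype only. Apart from this, the causes were not tested.

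Values of named genes under an alternative were judged by direction and side of the threshold. Fits that left 1 library in a group were judged by the size of the movement alone. There, a change of sign counted as reversed only where the main value passed the threshold. By these rules, 567 of 772 values counted as the same and 141 passed the threshold that the main value did not. Another 7 no longer passed it, 56 moved by more than the spread between replicates, and 1 reversed. That one is *Wee1* in basal cells of 6 weeks, from 0.42 to between -0.14 and 1.12 with 1 library left out, where the cause was not tested. RLE normalization kept all 146 of its values. The share of Pr targets among LP genes was not run. Leaving out a library gave 0 genes in each fit of 4 weeks, of basal cells of 6 weeks and of the E2 experiment.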

Differences from the paper's values

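The fit of 4 and 6 weeks together and DESeq2 on the compared libraries alone were chosen only after the values were seen.

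The S1 Table was used here with complete lists for basal cells, mature luminal cells, LP and all sorted cells, and with 63 genes of its PNA+ list. The paper's 163 differentially expressed genes in basal cells of 9 weeks stand against 7 here, its 157 in mature luminal cells against 17, its 1085 in LP against 436, and its 526 in all sorted cells against 167. With DESeq2's Wald test, which the paper's methods name, the counts were 162, 160, 1079 and 533. These counts use an adjusted p under 0.05 alone, whereas the methods state a p-value under 0.05 together with a log2 fold change above 1. The S1 Table also lists smaller changes, such as *Smad2* at -0.51 in basal cells. None of the other alternatives set before the data were examined closed these gaps, apart from LP without the second *Cdkn1b*-/- Cd49b+ library, which gave 1209.

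For rats of 6 weeks, the paper's 1,182 genes in basal cells stand against 0 here, with 1072 at an unadjusted p under 0.05, and the paper's 2,717 in luminal cells against 0, with 1961 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed these gaps, DESeq2 coming nearest with 422 and 1423. In a fit of 4 and 6 weeks together, chosen after seeing the values, DESeq2 gave 1186 and 2775. DESeq2 on the compared libraries alone, also chosen after seeing the values, gave 821 in basal and 562 in luminal cells.

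Of the genes the paper names, several do not pass here and do with DESeq2. In basal cells of 9 weeks, 0 of the 8 chemokine and other genes tested passed and all 8 did with DESeq2. In LP, 3 of the 17 genes named for cell cycle, heat shock and hormone signaling passed and 13 did with DESeq2, and of the 6 milk and hormone receptor genes 2 passed and 6 did with DESeq2. Of the 7 genes named with Pr peaks, 0 passed in LP and 4 with DESeq2, and in all sorted cells 1 and 4. *Pgr* and *Srebf1* passed in LP with DESeq2 and not here. At 6 weeks, DESeq2 called 6 of the 14 basal genes, 8 of the 14 luminal genes named as raised and 4 of the 9 named as lowered, where 0 passed here. Of the 15 genes named with Pr peaks at this age it called 1 in basal and 8 in luminal cells. The later fit of 4 and 6 weeks together with DESeq2 called 10, 13 and 9 of those lists, and 4 and 13 of the 15.

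The paper describes *Pgr* as reduced in luminal cells. In mature luminal cells its log2 fold change was 0.25, and in LP -1.02. The paper describes larger differences between genotypes in luminal than in basal cells, from correlations over differentially expressed genes. The values here take all genes tested or the 1000 most variable, so the 2 are not like for like. The distance between genotypes minus that within was 0.10 in mature luminal cells and 5.64 in basal cells, and with 2 libraries per genotype as well 19.2 in PNA+ and 0.95 in Cd49b+ cells. The value of LP together, 22.3, is not comparable with these, since it takes in pairs of PNA+ and Cd49b+ libraries of the same number. Over the 1000 most variable genes the difference was 2.86 in mature luminal, 5.50 in basal, 13.1 in PNA+ and 3.31 in Cd49b+ cells. The median rho was 0.962 within and 0.953 between genotypes in luminal libraries, and 0.971 and 0.964 in basal libraries. The paper describes *Cdkn1b*+/+ luminal cells of both kinds as lying close together. The mean distance between *Cdkn1b*+/+ mature luminal and LP libraries was 130.7, and that between mature luminal libraries of the genotypes 103.6.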

Other observations

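The test of a non-ACI segment at the RT1 genes, the share by edgeR of genes lower in ACI and the comparison with splits that keep numbers together were chosen only after their results were seen.

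More genes differed between genotypes in LP than in the other populations of 9 weeks. With 2 libraries per genotype in place of 4, the median over the 36 fits was 7 genes, with a range of 2 to 476. Basal cells had 7 genes and mature luminal cells 17. In the 16 fits that took both numbers of each genotype, the median was 5. An effect of the larger number of libraries would give this. On simulated data, edgeR found 61.5% of the changed genes in basal, 51.5% in mature luminal and 86.0% in LP cells. This gap is far smaller than that between the counts. However, the simulated libraries were drawn as independent, with genes changed by a log2 of 2, whereas LP libraries of the same number deviated together. The simulation therefore cannot be set against the fits. How much of the difference in counts comes from the number of libraries stays open, as the fits range widely. Of the 35 splits of the 8 LP libraries into groups of 4, 1 gave as many genes, the real one. For all sorted cells, 4 of 100 splits gave as many, the highest 1728. Libraries of a genotype with the same number deviated together, with an r of 0.63 in *Cdkn1b*-/- and 0.80 in *Cdkn1b*+/+ LP, and 3 splits keep them together. In LP these gave 436 (the real one), 0 and 0 genes, so that 1 of 3 gave as many. In all sorted cells they gave 167 (the real one), 4 and, with the first *Cdkn1b*-/- and second *Cdkn1b*+/+ libraries against the others, 896, so that 2 of 3 gave as many. With 3 splits no share under 0.05 can be had. In luminal cells of 4 weeks and in luminal and basal cells for E2 the real split gave 0 genes, so that all 10 splits gave as many by construction and the count says nothing. For E2, the split that sets 1 ACI animal after E2 apart from the other ACI animals gave 1247 genes in luminal and 1345 in basal cells.

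Genes within 10 Mb of *Cdkn1b* were called in LP at 6.67% (6 of 90), against 3.42% of the others (Fisher's exact test, two-sided, p = 0.132). A Sprague-Dawley segment carried along with the deletion and an effect of the deletion cannot be told apart from this count. The called genes made 15 neighbouring pairs against 14.2 on average in 10000 random draws (permutation test, p = 0.50). Within 5 Mb of the RT1 genes, 5 of 157 genes were called (Fisher's exact test, two-sided, p = 1). Neither count excludes a few segments, so that segments of another strain spread over the genome and a segment reaching beyond the RT1 genes cannot be told apart from an effect of the deletion. The mean distance from other ACI libraries over 30 RT1 genes was 7.53 for *Cdkn1b*+/+ and 6.07 for *Cdkn1b*-/- libraries of 9 weeks, with 8.75 in the first and 6.32 in the second *Cdkn1b*+/+ replicate. A non-ACI segment at the RT1 genes cannot be told apart from a difference between rats, because other ACI libraries reach 14.3 and BN libraries begin at 11.3.

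Chemokine genes were higher in *Cdkn1b*-/- basal cells. Lymphoid genes (camera adjusted p = 0.000138) and myeloid genes (0.000121) were higher too, which is consistent with immune cells among the sorted basal cells. Of the lists, 10 of 14 lymphoid and 14 of 14 myeloid genes are expressed there, and both hold *Ptprc*. *Cd74* had 233 and 271 CPM in *Cdkn1b*-/- and 87.3 and 145 in *Cdkn1b*+/+ libraries. *Ptprc* had 1.06 and 0.47 against 0.28 and 0.41. Chemokine expression by basal cells stays open. In basal cells, adipocyte genes had a median log2 fold change of 1.06, Schwann cell genes of 0.89, fibroblast genes of 0.67 and endothelial genes of 0.60, basal markers of 0.49 and luminal markers of 0.40.

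In the rats of 4 and 6 weeks, *Cdkn1b* separated the libraries by label in basal cells of 4 weeks alone. In basal cells of 6 weeks, 1 library labelled *Cdkn1b*+/+ (RU) had 3.17 CPM, below both libraries labelled *Cdkn1b*-/- (10.3 and 12.2), and the other 2 had 21.2 and 23.6. Of 13 genes other than *Cdkn1b* that separated all libraries of 9 weeks by a log2 of at least 0.5, 0 did so in all groups of these ages. The 6-week basal library labelled *Cdkn1b*+/+ (RU) had 7985619 counts, the fewest of this age, and 30.8% of its tallied entries on no gene. Its *Cdkn1b* value rests on 25 counts. With groups this small, a mislabelled sample, a poor library and an unchanged transcript cannot be told apart. Nrf2 target genes were lower in the 6-week libraries labelled *Cdkn1b*-/-, with a median log2 fold change of -1.40 in basal cells (15 of 19 genes) and -0.37 in luminal cells, while immediate early genes were higher in these basal cells, with a median of 0.74 (15 of 18 genes). At 6 against 4 weeks, Nrf2 target genes differed by a median of 1.61 in *Cdkn1b*+/+ basal, 0.36 in *Cdkn1b*+/+ luminal, -0.04 in *Cdkn1b*-/- basal and -0.35 in *Cdkn1b*-/- luminal cells. For immediate early genes these medians were -1.44, -1.53, -0.74 and -1.02. Stress of the *Cdkn1b*+/+ samples during handling cannot be told apart from an effect of genotype, as each age has its own rats.

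Between ACI and BN luminal cells, 17.5% of the 486 genes called by DESeq2 were lower in ACI, as were 41.9% of the 527 genes at an unadjusted p under 0.05 by edgeR. The 527, of 11499 genes tested, are no more than chance gives at this threshold. Neither share can therefore decide whether ACI reads map less well, since both lists may hold mostly chance calls. On simulated data 89.8% of DESeq2's calls in this comparison were genes that had not been changed, so most of the 486 may not differ between the strains. Over control and E2 libraries together, *Cdkn1b* had 26.3 ± 10.4 CPM (SD, n = 4) in ACI and 31.6 ± 26.9 (SD, n = 2) in BN basal cells, and 13.1 ± 2.68 (SD, n = 4) in ACI and 10.7 ± 1.24 (SD, n = 2) in BN luminal cells. The direction in basal cells differed by treatment. Control libraries had 50.6 CPM in BN (n = 1) and a mean of 32.0 in ACI (n = 2), and E2 libraries 12.6 in BN (n = 1) and 20.5 in ACI (n = 2). The SD of BN thus lies between treatments, not replicates. In 1 ACI basal library after E2, *Krt14* had 60.1, *Krt8* 30.0 and *Krt18* 0.617 CPM, and 7716 genes were detected, whereas the other basal libraries had at least 22.8 CPM of *Krt18*. Of the 6 marker sets of other cell types, 0 were highest there. This cannot decide about cells of another type, since fewer genes were detected in this library than in the other basal libraries. The 6 sets also do not cover every cell type. What this library holds stays open.

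Of the 500 strongest *Cdkn1b*+/+ peaks, 98.4% overlapped a *Cdkn1b*-/- peak, and 90 of the peaks found in *Cdkn1b*+/+ cells only (2.75%) had a fold of at least 10. A peak-calling threshold applied to libraries of unequal enrichment could give this. The median fold enrichment was 6.05 in *Cdkn1b*+/+ and 6.18 in *Cdkn1b*-/- cells, but both medians are of peaks already past the threshold. With the 2748 top-scoring peaks of each genotype, 1156 and 1146 were found in 1 genotype only. That cut removed *Cdkn1b*+/+ peaks alone, and over all peaks 761 *Cdkn1b*-/- peaks had no partner. Neither value can therefore decide, and the explanation stays open. A difference in Pr binding stays open, since there is 1 library per genotype.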
